# Double-negative T cells ameliorate psoriasis by selectively inhibiting IL-17A-producing γδ^low^ T cells

**DOI:** 10.1186/s12967-024-05132-8

**Published:** 2024-04-02

**Authors:** Yunxiong Wei, Guangyong Sun, Yang Yang, Mingyang Li, Shimeng Zheng, Xiyu Wang, Xinjie Zhong, Zihan Zhang, Xiaotong Han, Haiyan Cheng, Dong Zhang, Xueling Mei

**Keywords:** Psoriasis, γδ T cells, Double Negative T cells, IL-17A, Cell therapy

## Abstract

**Background:**

Psoriasis is a chronic immune-mediated skin condition. Although biologic treatments are effective in controlling psoriasis, some patients do not respond or lose response to these therapies. Thus, new strategies for psoriasis treatment are still urgently needed. Double-negative T cells (DNT) play a significant immunoregulatory role in autoimmune diseases. In this study, we aimed to evaluate the protective effect of DNT in psoriasis and explore the underlying mechanism.

**Methods:**

We conducted a single adoptive transfer of DNT into an imiquimod (IMQ)-induced psoriasis mouse model through tail vein injection. The skin inflammation and IL-17A producing γδ T cells were evaluated.

**Results:**

DNT administration significantly reduced the inflammatory response in mouse skin, characterized by decreased skin folds, scales, and red patches. After DNT treatment, the secretion of IL-17A by RORc^+^ γδ^low^ T cells in the skin was selectively suppressed, resulting in an amelioration of skin inflammation. Transcriptomic data suggested heightened expression of NKG2D ligands in γδ^low^ T cells within the mouse model of psoriasis induced by IMQ. When blocking the NKG2D ligand and NKG2D (expressed by DNT) interaction, the cytotoxic efficacy of DNT against RORc^+^IL17A^+^ γδ^low^ T cells was attenuated. Using *Ccr5*^−/−^ DNT for treatment yielded evidence that DNT migrates into inflamed skin tissue and fails to protect IMQ-induced skin lesions.

**Conclusions:**

DNT could migrate to inflamed skin tissue through CCR5, selectively inhibit IL-17-producing γδ^low^ T cells and finally ameliorate mouse psoriasis. Our study provides feasibility for using immune cell therapy for the prevention and treatment of psoriasis in the clinic.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12967-024-05132-8.

## Background

Psoriasis is a chronic, immune-mediated systemic dermatosis affected by genetic and multiple environmental factors. It has been recognized as a public health burden and is estimated to affect ~ 125 million people worldwide [1, 2]. Immunological and genetic studies have identified the IL-17/IL-23 axis as a key driver of psoriasis pathogenesis [3–5].

Although γδ T cells are only a small portion of total T cells, existing evidence suggests that aberrantly activated γδ T cells play a pivotal role in the pathogenesis of psoriasis [6–8]. IL-23 predominantly stimulates dermal γδ T cells to produce IL-17, which leads to disease progression. Dermal γδ T cells constitutively express IL-23 receptor (IL-23R) and the transcription factor RORγt [9]. In psoriasis patients, γδ T cells are greatly increased in affected skin and produce large amounts of IL-17 [9]. We also previously demonstrated that significantly expanded γδ T cells with high glycolysis levels drive psoriasis development in imiquimod (IMQ)-treated mice [10]. Therefore, γδ T cells have gained considerable attention as an attractive target for psoriasis immunotherapy.

Double-negative T cells (DNT), which are defined as TCRαβ^+^CD3^+^CD4^−^CD8^−^NK1.1^−^ (mouse)/CD56^−^ (human), are essential for maintaining immune system homeostasis with antigen specificity [11, 12]. We have shown that DNT could prevent or reverse the onset of type 1 diabetes, allergic asthma, transplant rejection and the development and progression of nonalcoholic steatohepatitis [13–15]. However, whether adoptive transfer of DNT could improve the immune microenvironment of skin tissue and alleviate the pathogenesis of psoriasis remains unclear.

In this study, we demonstrated that adoptive transfer of DNT could alleviate the pathogenesis of psoriasis by downregulating the inflammatory response in mouse models. DNT can migrate to inflamed skin and draining lymph nodes and selectively suppress IL-17-producing γδ T cells through NKG2D signaling. Our findings provide a novel immune cell therapy for psoriasis.

## Methods

### Mice

*Rorc*^*IRES−tdTomato−T2A−Cre*^ mice were generated by Shanghai Model Organisms Center, Inc. using a CRISPR/Cas9-based approach. Briefly, a targeting vector containing the following components was constructed: IRES-tdTomato-T2A-Cre. Cas9 mRNA was transcribed in vitro with the mMESSAGE mMACHINET7 Ultra Kit (Ambion, TX, USA) according to the manufacturer’s instructions and subsequently purified using the MEGAclear™ Kit (Thermo Fisher, USA). 5'-GGGCTGTCAAAGTGATCTGG-3' was chosen as the Cas9 targeted guide RNA (sgRNA), transcribed in vitro using the MEGAshortscript Kit (Thermo Fisher, USA) and subsequently purified using the MEGAclear™ Kit. The donor vector with sgRNA and Cas9 mRNA was microinjected into fertilized C57BL/6 J eggs. F0 generation mice positive for homologous recombination were identified by tail genomic DNA PCR.

*Ccr5*^*−/−*^(B6.129P2-Ccr5^tm1Kuz^/J), B6 CD45.1 (B6. SJL-*Ptprc*^*a*^* Pepc*^*b*^/BoyJ) were purchased from the Jackson Laboratory (ME, USA). Wild-type C57BL/6 mice were purchased from HFK Laboratory (Beijing, China). The mice were accommodated in a sterile environment free from pathogens, with a pleasant temperature setting and a 12-h light/dark cycle.

### Animal models

Mice underwent shaving, followed by topical application of either 62.5 mg of IMQ cream (3 M, USA) or vehicle cream (control) on their backs for six consecutive days. On Day 7, the mice were sacrificed for further analysis. All experiments involving animals were conducted in adherence to the ethical principles for animal research and received approval from the Animal Ethics Committee of Beijing Friendship Hospital, Capital Medical University.

### Generation of DNT and adoptive transfer

The DNT were generated and expanded in vitro as previously established protocols [16]. CD3^+^TCRβ^+^CD4^−^CD8^−^NK1.1^−^ DNT were sorted using a FACSAria II sorter (BD Biosciences, USA). Finally, 5 × 10^6^ DNT were intravenously adoptively transferred into mice through tail vein injection.

### Psoriasis area and severity index (PASI) assessment

The severity of the lesion following IMQ exposure was assessed using the PASI score. The score ranged from 0 to 4 based on the erythema, scale, and thickness of the skin, where 0 indicated normal skin and 4 indicated a very severe alteration. The PASI score was evaluated daily for each mouse, and the assessment was conducted in a blinded manner.

### Cytotoxicity assay and anti-NKG2D blocking antibody administration in vitro

CD45.1^+^ γδ T cells were obtained from the spleens and peripheral lymph nodes according to the protocol provided by the EasySep™ Release Mouse PE Positive Selection Kit (StemCell Technologies Inc., Canada) and cocultured with CD45.2^+^ DNT (1:1) in a round-bottom 96-well plate for 24 h. Annexin V and caspase-3 staining were performed to detect the apoptosis of CD45.1-positive cells via flow cytometry.

Regarding the anti-NKG2D blocking assay, CD45.2^+^ DNT were preincubated with an anti-NKG2D antibody for 1 h before being cocultured with CD45.1^+^ γδ T cells. After 24 h of coculture, Annexin V and caspase-3 staining were performed to detect the apoptosis of CD45.1-positive cells via flow cytometry.

### Isolation of murine leukocytes from skin tissues

To isolate leukocytes from skin tissue, the diseased skin region was first removed from the mouse's back and subsequently cut into very small pieces. The tissue was then digested in 3.5 ml of RPMI medium (GIBCO, USA) containing 0.1% BSA, 15 mM HEPES, 1 mg/mL collagenase D (Roche), and 450 μg/mL Liberase TL (Roche) for 60 min at 37 °C in a shaking incubator at 200 rpm. After digestion, the tissue was further disrupted by passing through an 18 G needle to release cells. The cell suspension was then filtered through a 70 μm cell strainer, and the digestion was halted by adding ice-cold D-PBS containing 0.1% BSA (Sigma‒Aldrich, USA) and 5 mM EDTA (Invitrogen). To enrich for lymphocytes, a three-layer density gradient using Percoll (GE Healthcare) was employed. The cells obtained from the digestion were carefully layered on top of the 40% and 70% Percoll layers and centrifuged for 20 min at 2000 rpm without braking. Cells at the interface between the 40% and 70% Percoll layers were collected for subsequent analysis.

### Flow cytometry

Flow cytometry analysis was conducted using a BD Aria II flow cytometer, and the data were analyzed using FlowJo software. Antibodies against TCRγδ (GL3), TCRβ (H57-597), CD3 (17A2), CD4 (GK1.5), CD8 (53–6.7), NK1.1 (S17016D), Annexin V, IFN-γ (XMG1.2), TNF-α (MP6-XT22), IL-17A (TC11-18H10), NKG2D (CX5), and CD45.1 (A20) were purchased from Biolegend. Antibodies against MICAL1 and MICAL2 were purchased from Thermo Fisher.

### RNA sequencing and analysis

Skin-draining lymph nodes (LNs) and skin were obtained from heathy and psoriatic mice with or without DNT therapy and underwent sequencing using the standard Illumina protocol provided by Annoroad Gene Technology, Beijing. Each sample represented γδ T cells obtained from 15 mice. The sequencing reads were aligned to the mouse genome (Mm9) using HISAT2, and gene counts were estimated using HTSeq. Differential gene expression analysis was performed using the R package DESeq2 to identify genes that were differentially expressed (DEGs). Genes with a fold-change ≥ 1.5 and a P value < 0.05 were considered DEGs. Subsequently, the R package clusterprofiler was utilized to conduct Gene Ontology (GO) enrichment analysis and Kyoto Encyclopedia of Genes and Genomes (KEGG) of the DEGs. Gene set enrichment analysis (GSEA) was performed using the tools provided by OmicStudio (https://www.omicstudio.cn/tool). To facilitate data sharing and reproducibility, the results have been deposited in the Gene Expression Omnibus (GEO) database under accession number GSE248626.

### Real-time PCR

Total RNA was extracted from the infarct area using TRIzol reagent (Sigma‒Aldrich, USA) and converted into cDNA through reverse transcription using PrimeScript™ RT Master Mix (TaKaRa, Japan). Real-time PCR was conducted using the ABI QuantStudio 3 system (Applied Biosystems, USA) following the manufacturer's guidelines. Amplicon expression in each sample was normalized to *Gapdh* expression, and the 2^−ΔΔCt^ method was employed to quantify gene expression. The primers used in the article are listed in Additional file 1: Table S1.

### Statistical analysis

Statistical analyses were conducted using SPSS Statistics (IBM SPSS Statistics for Windows, version 25.0, USA) and Prism 8.0 software (GraphPad Software, USA). Data are presented as the mean ± standard deviation (SD). The normal distribution of variables was assessed using the Shapiro‒Wilk test. Differences between the two groups were compared using the t test for normally distributed variables and the Kruskal‒Wallis test for nonnormally distributed variables. One-way ANOVA with post hoc tests was used for normal variables, while the Kruskal‒Wallis test was employed for nonnormal variables in cases of multiple comparisons. Statistical significance was defined as a two-sided p value of < 0.05 (*p < 0.05, **p < 0.001).

## Results

### Adoptive transfer of DNT alleviated IMQ-induced murine psoriasis

To explore the protection of DNT in psoriasis, we adoptively transferred DNT through tail vein injection to mice that were started to receive 6 days of IMQ treatment (Fig. 1A). On Day 7, the transferred DNT mainly accumulated within the skin tissues of recipient mice (Fig. 1B). The mice treated with IMQ showed increased skin folds, scales, and red patches. However, DNT alleviated the scaly and erythematous epidermal symptoms among IMQ-treated mice (Fig. 1C). In comparison with mice subjected solely to IMQ exposure, mice treated with DNT exhibited a decrease in PASI scores (Fig. 1D). Histological examination also revealed IMQ-induced psoriasis phenotypes, i.e., increased thickening of the epidermal layer, elongation of rete-like ridges and hyperkeratosis, and inflammatory cell infiltration. Nevertheless, DNT treatment alleviated inflammatory cell infiltration and improved hyperkeratosis in psoriatic mice (Fig. 1E). Moreover, the layers of keratinocytes in the skin were significantly decreased due to DNT treatment (Fig. 1F). Collectively, these findings provide evidence that the administration of DNT effectively alleviated IMQ-induced psoriasis.

**Fig. 1:**
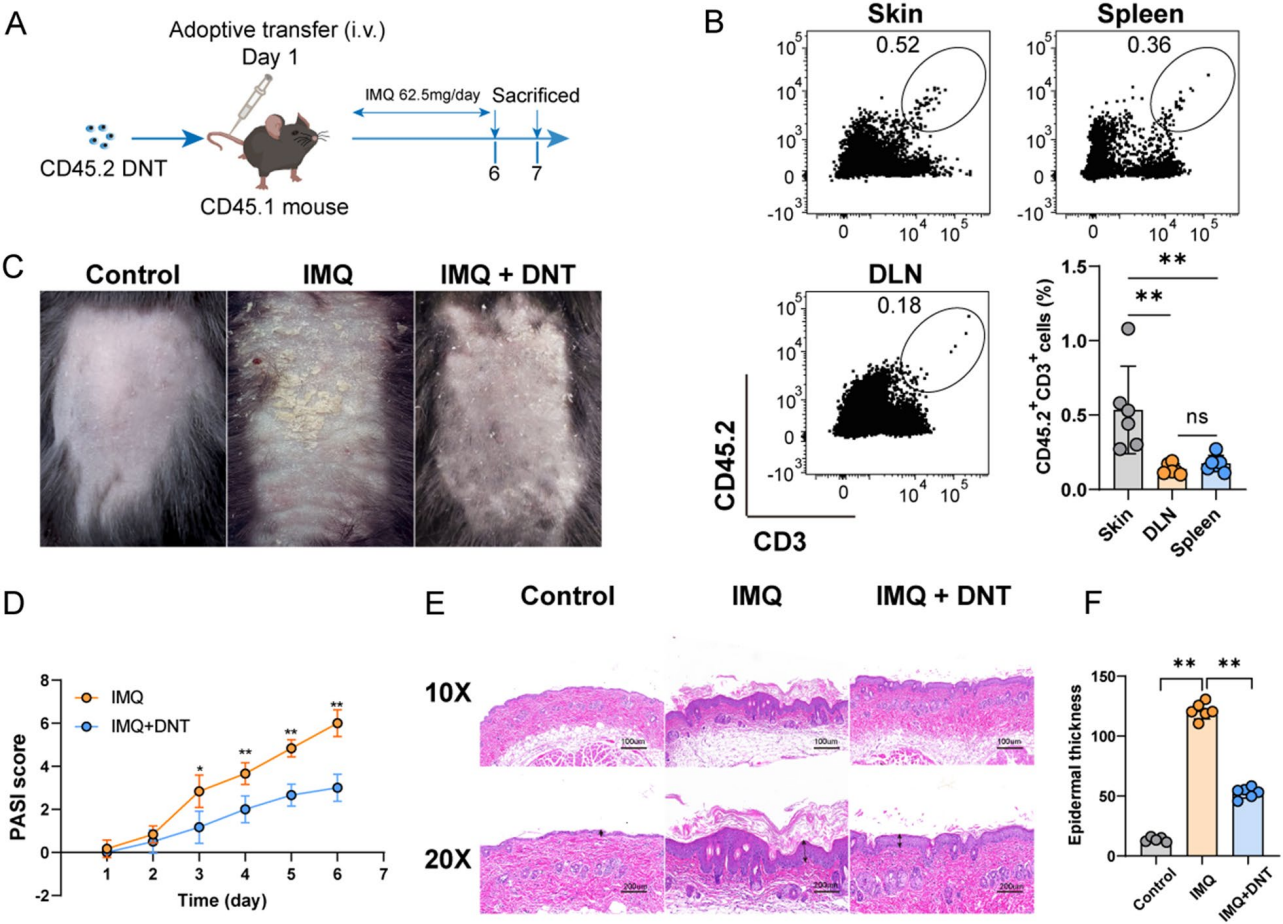
Adoptive transfer of DNT alleviated IMQ-induced murine psoriasis. **A** Flow chart of the adoptive transfer of DNT. **B** The in vivo distribution of transferred DNT in mice and statistical analysis of the proportion of transferred DNT among the skin, LN and spleen. **C** Pictures of control, IMQ-induced psoriasis and DNT-treated mice. **D** Comparison of the PASI scores of psoriatic mice treated with or without transferred DNT after IMQ exposure. **E** Representative H&E staining of skin sections obtained from the control, IMQ-induced psoriasis and DNT-treated mice. The scale bar represents 100 µm and 200 µm. **F** Statistical analysis of the layers of keratinocytes in HE sections obtained from the control, IMQ-induced psoriasis and DNT-treated mice. Data are presented as the mean ± SD; n = 6 mice/group. The normal distribution of variables was assessed using the Shapiro‒Wilk test. One-way ANOVA with a post hoc test for normal variables and the Kruskal–Wallis test for nonnormal variables were used for multiple comparisons. *p < 0.05, **p < 0.01

### Transcriptome sequencing analysis of skin and DLNs in IMQ-induced murine psoriasis with or without DNT treatment

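DNT are T cells that carry CD3 and TCRβ but neither CD4 nor CD8, and imiquimod (IMQ) is a Toll-like receptor agonist whose cream induces psoriasis-like inflammation of mouse skin. RNA from whole skin was sequenced in 4 groups with 3 libraries each: Control mice, IMQ mice, IMQ mice given WT DNT and IMQ mice given Ccr5-/- DNT. IMQ cream was applied at 62.5 mg per day for 6 days. The methods name a vehicle cream for the controls, whereas the labels of the Control libraries name no treatment. The methods also state that the samples were γδ T cells pooled from several mice, but the labels of these libraries give skin, and transcripts of keratinocytes, hair follicles and skeletal muscle were abundant in them. Lymph node libraries were not analysed here. The authors aligned the reads with HISAT2, counted them per gene with HTSeq and tested them with DESeq2. The genome build is named differently in the methods (Mm9) and in the processing notes (mm8 and GRCm38), so no coordinates are given. The deposited values are normalized counts, that is, gene counts divided by 1 factor per library, and the whole reads behind them could be recovered in every library (tolerance 1e-06). Recovered reads per library were 19017136 to 21008936 (median 19563851) in Control mice and 19575212 to 21918265 (median 20636872) in IMQ mice. They were 22096386 to 23116726 (median 22299145) with WT DNT and 19608356 to 20000981 (median 19805897) with Ccr5-/- DNT. From there, the 25035 genes with a normalized count of at least 1 in at least 3 libraries were tested with limma on log2(normalized count + 1), with the 12 libraries in 1 fit and Benjamini-Hochberg adjustment over all genes. Gene lists, 32 from textbook knowledge and 10 that the paper names, were tested with camera at a preset correlation of 0.01 between genes, adjusted over the 42 lists. With a correlation estimated for each list, camera called no list in any comparison. That held even for lists with most members called gene by gene in IMQ skin, so a miss there does not tell lists apart. The lists of the paper were chosen by the authors on these libraries, so they are not independent evidence of direction.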

To gain deeper insights into the protective effect of DNT in IMQ-induced psoriasis, we conducted transcriptome sequencing on the skin and skin draining lymph nodes (DLNs) of psoriasis mice treated with or without DNT. 

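Skin of WT DNT-treated mice held more transcript of Fosb, a subunit of the transcription factor AP-1, than skin of IMQ mice, and less of Fpr2, a formyl peptide receptor of neutrophils and macrophages, but no gene passed the test after adjustment over all genes. Fosb (ENSMUSG00000003545) was 5946 ± 3550.3 normalized counts with WT DNT and 187 ± 92.0 with IMQ alone (SD, n = 3), a log2 fold change of 4.93. Fpr2 was 41.1 ± 4.18 with WT DNT and 128 ± 46.6 with IMQ alone, a log2 fold change of -1.56. For both genes, all libraries of one group lay outside the range of the other, which chance gives for 10% of genes. The linker histone gene H1f4 (log2 fold change 1.93), the peptide hormone gene Adm (1.11) and the lipoprotein lipase inhibitor gene Angptl4 (1.37) were higher as well. Rac2, a GTPase of blood cells, had a log2 fold change of -0.84. Adjusted p from limma was 0.373 for Fosb, 0.522 for H1f4, 0.867 for Adm and 0.877 for Fpr2. A list of 16 immediate-early and stress genes, which includes Fosb and the heat-shock genes, had a mean log2 fold change of 0.62, with 9 members above 0 (0 members called over all genes and 2 higher when adjusted over the list alone). Its adjusted p was 0.0244 with camera at the preset correlation and adjusted p = 0.956 with an estimated correlation. That call was lost without IMQ replicate 1 (adjusted p = 0.492), without WT DNT replicate 1 (0.18) and without WT DNT replicate 2 (0.0602; 0.00049 to 0.996 over its alternatives). With limma, 0 genes were higher and 0 lower at an adjusted p under 0.05 (smallest adjusted p 0.153), and 470 were higher and 201 lower at an unadjusted p under 0.05. DESeq2 called 6 genes higher and 1 lower with all 12 libraries, and 19 higher and 7 lower, Fosb and Fpr2 among them, when fitted to these groups alone, whereas edgeR on the recovered reads called 0. At an unadjusted p under 0.05 and a fold change of at least 1.5, limma gave 457 genes higher and 182 lower, whereas DESeq2 gave 357 and 178 with all 12 libraries and 264 and 183 when fitted to these groups alone. Without IMQ replicate 1 there were 418 lower genes and without IMQ replicate 3 there were 121.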

The volcano plot analysis indicates that, in comparison to IMQ-induced psoriasis mice, DNT-treated mice’ skin sequencing results exhibit 480 differentially expressed genes (with a P value < 0.05 and an absolute fold change ≥ 1.5) (Fig. 2A). 

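Lists of T cell, neutrophil, macrophage and γδ T cell markers were not called between WT DNT-treated and IMQ mice, and chemokine genes lay on both sides of 0. The neutrophil-attracting chemokine Cxcl2 was 83.5 ± 46.4 normalized counts with WT DNT and 16.5 ± 13.6 with IMQ alone (SD, n = 3), with overlap between the groups. Ccl20, a chemokine that attracts CCR6-bearing cells such as γδ T cells that produce IL-17, was 36.4 ± 26.4 with WT DNT and 104 ± 67.4 with IMQ alone. Their log2 fold changes were 2.32 (unadjusted p = 0.0177 from limma) and -1.58 (unadjusted p = 0.107). Ccrl2, an atypical receptor that presents chemerin, had a log2 fold change of 1.58. Of 20 T cell markers, 8 were above 0, with a mean log2 fold change of -0.10, and 0 passed by gene with limma over all genes, over the list alone or at an unadjusted p under 0.05. The mean was -0.17 for 18 markers of macrophages and monocytes and -0.19 for 19 markers of γδ T cells that produce IL-17. For 20 neutrophil markers the mean was 0.12 and the median -0.06, with 1 of them lower when adjusted over the list alone. None of these cell type lists was called by camera, with adjusted p of 0.378 for T cells, 0.146 for macrophages, 0.356 for γδ T cells and 1.000 for neutrophils. The T cell list was called lower without IMQ replicate 1 (adjusted p = 0.00912; 0.00912 to 0.996 over its alternatives) and the γδ T cell list without WT DNT replicate 2 (0.0101; 0.0101 to 0.996). The macrophage list was called lower without IMQ replicate 2 (0.0126), without WT DNT replicate 3 (0.023) and with these 2 groups fitted alone (0.0222).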

Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analyses revealed that the differentially expressed genes were involved in a variety of cellular functions, such as cytokine production, T-cell proliferation, cell migration, cytokine activity, regulation of inflammatory response, immune response, and chemokine binding. 

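Members of the IL-17 pathway lay on both sides of 0 in WT DNT-treated skin. Fos and Jun, the AP-1 subunits at the end of the pathway, had log2 fold changes of 2.13 and 1.17 against IMQ alone, and Srsf1, a splicing factor, had -0.55. Fos, Jun and Fosb (4.93) also belong to the list of immediate-early and stress genes, so their rise cannot be assigned to the IL-17 pathway. Fos was 9738 ± 4228 normalized counts with WT DNT and 2134 ± 456 with IMQ alone (SD, n = 3), and Jun was 7254 ± 2344 and 3125 ± 357. Of 76 genes of the IL-17 signaling pathway, 29 were above 0, and their mean log2 fold change was 0.13 while the median was -0.07. By gene, 6 of them were higher and 1 lower at an unadjusted p under 0.05 from limma, 0 passed over all genes and 1 passed when adjusted over the list alone. The list was not called by camera, whose direction was down (adjusted p = 0.429). Of 36 epidermal genes induced by IL-17 and IL-36, such as S100a8, Defb4 and Krt6a, 10 were above 0 and the mean was -0.17 (adjusted p = 0.136 with camera, no member called over all genes or over the list alone). That list was called lower without IMQ replicate 1 (adjusted p = 0.00575) and without WT DNT replicate 2 (adjusted p = 7.04e-05; 7.04e-05 to 0.996 over its alternatives).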

Notably, the IL-17 signaling pathway, a key pathway in IMQ-induced psoriasis, was also implicated. Furthermore, several signaling pathways were identified, including the nuclear factor kappa B (NF-κB) pathway, TNF signaling pathway, Rap1 signaling pathway, and mitogen-activated protein kinase (MAPK) signaling pathway (Fig. 2B and C).

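Targets of NF-κB and TNF did not move together with WT DNT. Of 34 such genes, 14 were above 0 and 20 below it, with a mean log2 fold change of -0.03 (adjusted p = 0.286 with camera). Tnip3, which encodes an inhibitor of NF-κB activation, was 6.79 ± 3.64 normalized counts with WT DNT and 20.2 ± 5.16 with IMQ alone (SD, n = 3), a log2 fold change of -1.51. By gene, 1 member was higher and 1 lower at an unadjusted p under 0.05 from limma, and none passed over all genes or over the list alone. Lists for the Rap1 and MAPK pathways were not among those fixed before the data were examined.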

**Fig. 2:**
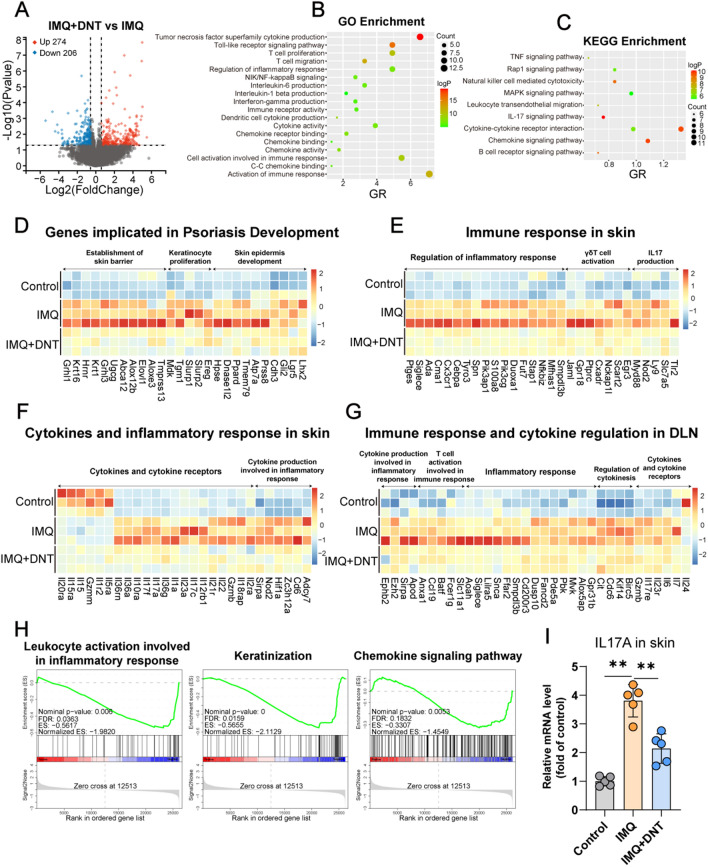
Transcriptome sequencing analysis of skin and DLNs in IMQ-induced murine psoriasis with or without DNT treatment. **A** Distributions of differentially expressed genes with upregulated (274) and downregulated (206) expression in the skin of IMQ-induced murine psoriasis with or without DNT treatment are depicted in a volcano plot. (P value < 0.05 and an absolute fold change ≥ 1.5. n = 3/group). **B** and **C** Biological process and KEGG pathway analyses were performed on the basis of differentially expressed genes with significantly upregulated and downregulated expression in the skin of IMQ-induced murine psoriasis with or without DNT treatment. **D** Heatmap showing the genes associated with psoriasis development in the skin of IMQ-induced murine psoriasis, including the DNT treatment group, psoriasis group, and control group. **E** and **F** Heatmap displaying the genes related to the immune response and inflammatory response in the skin of IMQ-induced murine psoriasis, including DNT treatment, psoriasis, and control groups. **G** Heatmap showing genes related to the immune response and cytokine regulation in the lymph nodes of the DNT treatment, IMQ-induced psoriasis, and control groups. **H** GSEA of leukocyte activation involved in the inflammatory response, keratinization and chemokine signaling pathways in the skin from the DNT treatment and IMQ-induced psoriasis groups. **I** Relative mRNA level of IL17A in skin tissue. Data are presented as the mean ± SD; n = 5 mice/group. The normal distribution of variables was assessed using the Shapiro‒Wilk test. One-way ANOVA with a post hoc test for normal variables and the Kruskal‒Wallis test for nonnormal variables were used for multiple comparisons. *p < 0.05, **p < 0.01

As shown in Fig. 2D, the genes associated with the development of psoriasis were downregulated significantly after DNT treatment. These DEGs were enriched in crucial processes, including the establishment of the skin barrier (G*rhl1, Krt16, Hrnr, Krt1, Grhl3, Ugcg, Abca12, Alox12b, Elovl1, Aloxe3, and Tmprss13*), keratinocyte proliferation (*Mdk, Tgm1, Slurp1, Slurp2, and Ereg*), and skin epidermis development (*Hpse, Dnase1l2, Ppard, Tmem79, Atp7a, Prss8, Cdh3, Gli2, Lgr5, and Lhx2*). Furthermore, after DNT administration, genes related to immune responses in the skin exhibited decreased activity, encompassing the regulation of inflammatory responses (*Ptges, Siglece, Ada, Cma1, Cx3cr1, Cebpa, Tyro3, Spn, Pik3ap3, S100a8, Pik3cg, Duoxa1, Fut7, Stap1, Nfkbiz, Mfhas1, and Smpdl3b*), γδ T-cell activation (*Jaml, Gpr18, Ptprc, Cxadr, Nckap1l, Scart2, and Egr3*), and IL17 production (*Myd88, Nod2, Ly9, Slc7a5, and Tlr2*) (Fig. 2E). Moreover, genes related to cytokines and inflammatory responses in the skin also changed following DNT treatment. This included alterations in cytokines and cytokine receptors (*Il20ra, Il15ra, Il15, Gzmm, Il1r2, Il5ra, Il36rn, Il36a, Il10ra, Il17f, Il17a, Il36g, Il1a, Il23a, Il17c, Il12rb1, Il21r, Il22, Gzmb, Il18rap, and Il2ra*), as well as modifications in cytokine production involved in inflammatory responses (*Sirpa, Nod2, Hif1a, Zc3h12a, Cd6, and Adcy7*) (Fig. 2F). Additionally, transcriptome sequencing of DLNs revealed that DNT treatment influenced the expression of genes related to immune responses and cytokine regulation, including cytokine production involved in inflammatory responses (*Ephb2, Ezh2, Sirpa, and Apod*), T-cell activation involved in immune responses (*Anxa1, Ccl19, Batf, Fcer1g, and Slc11al*), inflammatory responses (*Aoah, Siglece, Lilra5, Snca, Ffar2, Smpdl3b, Cd200r3, Dusp10, Fancd2, Pde5a, Pbk, Mvk, Alox5ap, and Gpr31b*), regulation of cytokinesis (*Cit, Cdc6, Kif14, and Birc5*), and cytokines and cytokine receptors (*Gzmb, Il17re, Il23r, Il6, Il7, and Il24*) (Fig. 2G).

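Most of the genes of Fig. 2D were lower in WT DNT-treated skin than in IMQ skin, by less than the spread between libraries. Krt1, a keratin of differentiating keratinocytes, was 190027 ± 75006 normalized counts with WT DNT and 259534 ± 124099 with IMQ alone (SD, n = 3). Krt16, a keratin of hyperproliferative epidermis, was 162844 ± 55138 and 186777 ± 65662, and Hrnr, a filaggrin-like barrier protein, was 7103 ± 4035 and 11894 ± 7318. Of the 11 skin barrier genes, 10 were below 0 and 1 was above it, with a mean log2 fold change of -0.27. The member above 0 was Grhl3, an epidermal transcription factor, at 0.16. The barrier mean was 12.14, 13.26 and 13.92 in IMQ libraries and 12.97, 13.34 and 12.19 in WT DNT libraries. Its direction turns when either IMQ replicate 3 or WT DNT replicate 3 is left out. Log2 fold changes were -0.42 for Krt1 (-0.81 to -0.049 over its alternatives), -0.18 for Krt16 (-0.48 to 0.069), -0.69 for Hrnr (-1.31 to -0.16) and -0.44 for the serine protease gene Tmprss13 (-0.92 to -0.015). All 5 keratinocyte proliferation genes were below 0 (mean -0.44), among them the growth factor genes Mdk (-0.54) and Ereg (-0.33), the cross-linking enzyme gene Tgm1 (-0.31) and Slurp2 (-0.58). Of the 10 epidermis development genes, 8 were below 0 (mean -0.21), including the copper transporter gene Atp7a (-0.51) and the protease gene Prss8 (-0.53), and the stem cell and hedgehog genes Lgr5 (0.17) and Gli2 (0.11) were above it. Over their alternatives the folds of Krt16, Grhl3, Ereg, Tgm1, Lgr5 and Gli2 took either sign. None of the genes passed limma's test over all genes, when adjusted over each list alone or at an unadjusted p under 0.05, and none did with DESeq2 or edgeR at the paper's thresholds. Camera gave an adjusted p of 0.166 for the barrier list, 0.166 for keratinocyte proliferation and 0.198 for epidermis development. Without IMQ replicate 1 the adjusted p of these lists was 0.000664, 0.0224 and 0.0287, that of the barrier list was 0.0114 without WT DNT replicate 2, that of keratinocyte proliferation was 0.0492 without WT DNT replicate 1, and that of epidermis development was 0.0331 with the mean of hair follicle genes as a covariate.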

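All 17 genes of the inflammatory regulation list were lower in WT DNT-treated skin than in IMQ skin, and the list was called lower as a group. The paper chose these genes on the same libraries, so neither result is independent evidence. Siglece (ENSMUSG00000030474), an inhibitory receptor of neutrophils and macrophages, was 355 ± 33.0 normalized counts with WT DNT and 908 ± 284 with IMQ alone (SD, n = 3), with every WT DNT library below every IMQ library. Pik3ap1, an adaptor that links B cell and Toll-like receptors to PI3K and that the figure spells this way, was 515 ± 22.0 and 1045 ± 329. The log2 fold change was -1.31 for Siglece (adjusted p = 0.875 from limma), -0.97 for Pik3ap1, -0.92 for the sialomucin gene Spn and -0.54 for the PI3K subunit gene Pik3cg. The IL-17 target genes S100a8 and Nfkbiz had log2 fold changes of -0.32 and -0.22. The mean of the list was -0.50 (adjusted p = 2.16e-06 with camera at the preset correlation, adjusted p = 0.956 with an estimated correlation), and without IMQ replicate 3 the call was lost (adjusted p = 0.0715; 3.46e-07 to 0.996 over its alternatives). Of the 7 γδ T-cell activation genes, 6 were below 0 (mean -0.35, adjusted p = 0.0543 with camera), including the receptor gene Gpr18 (-0.91), Nckap1l (-0.37) and the pan-leukocyte gene Ptprc (-0.44). Scart2, a gene expressed in γδ T cells, was at 0.08. All 5 IL17 production genes were below 0 (mean -0.33, adjusted p = 0.113), from the pattern receptor gene Tlr2 (-0.69) and the lymphocyte receptor gene Ly9 (-0.48) to Nod2 (-0.14) and the adaptor gene Myd88 (-0.16). Of these 3 lists, 0 genes passed limma's test over all genes, 2 (Siglece and Pik3ap1) were lower at an unadjusted p under 0.05 and 1 (Siglece) passed when adjusted over its list alone, whereas DESeq2 fitted to these groups alone called Siglece (adjusted p = 0.00108). The γδ T-cell activation list was called without IMQ replicate 1 (adjusted p = 0.0092), without IMQ replicate 2 (0.0459), without WT DNT replicate 2 (0.0219), with TMM scaling (0.0500) and with these groups fitted alone (0.0175), and the IL17 production list with these groups fitted alone (0.0139). From Fig. 2D and E, the paper states that DNT lowered the activity of genes of psoriasis development and of immune responses in the skin.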

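Il22 and Il23a were lower with WT DNT than with IMQ alone and Il15 was higher, none of them past the adjusted test. Il17a (ENSMUSG00000025929) was 27.8 ± 20.1 normalized counts with WT DNT and 48.5 ± 14.7 with IMQ alone (SD, n = 3), and Il17f was 47.0 ± 39.5 and 86.2 ± 41.9. Il22, a cytokine that drives keratinocyte growth, was 3.88 ± 4.39 with WT DNT and 13.9 ± 5.66 with IMQ alone, and Il23a, a subunit of IL-23, was 20.4 ± 14.5 and 68.8 ± 44.9. Il15, a growth factor of lymphocytes, was 64.4 ± 11.2 with WT DNT and 40.3 ± 11.1 with IMQ alone. The log2 fold change was -1.10 for Il17a (unadjusted p = 0.0981 from limma, fold -1.64 to -0.31 over its alternatives), -1.91 for Il22 (0.00843), -1.64 for Il23a (0.0413) and 0.69 for Il15 (0.0436). It was -1.14 for Il17f (-1.81 to -0.35 over its alternatives), -1.81 for the epithelial cytokine gene Il17c, -1.39 for Il1a and -0.59 for the receptor gene Il10ra, and -0.75 and -0.57 for the epidermal cytokine genes Il36a and Il36g. Of the 21 cytokine and receptor genes, 15 were below 0 and 6 above it (mean -0.52, adjusted p = 0.00534 with camera at the preset correlation and adjusted p = 0.956 with an estimated correlation). The paper chose this list on these libraries too, so its call is not independent evidence. Of the 6 cytokine production genes, 5 were below 0 (mean -0.20, adjusted p = 0.227), among them the phagocyte receptor gene Sirpa (-0.36) and Adcy7 (-0.25), and Hif1a was at 0.00. In both lists 0 genes passed limma's test over all genes or over the list alone, and 1 was higher and 2 lower at an unadjusted p under 0.05. The call of the cytokine list was lost without IMQ replicate 3 (adjusted p = 0.394), without WT DNT replicate 3 (0.0684) and with the mean of hair follicle genes as a covariate (0.0673).

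**Figure D1:**
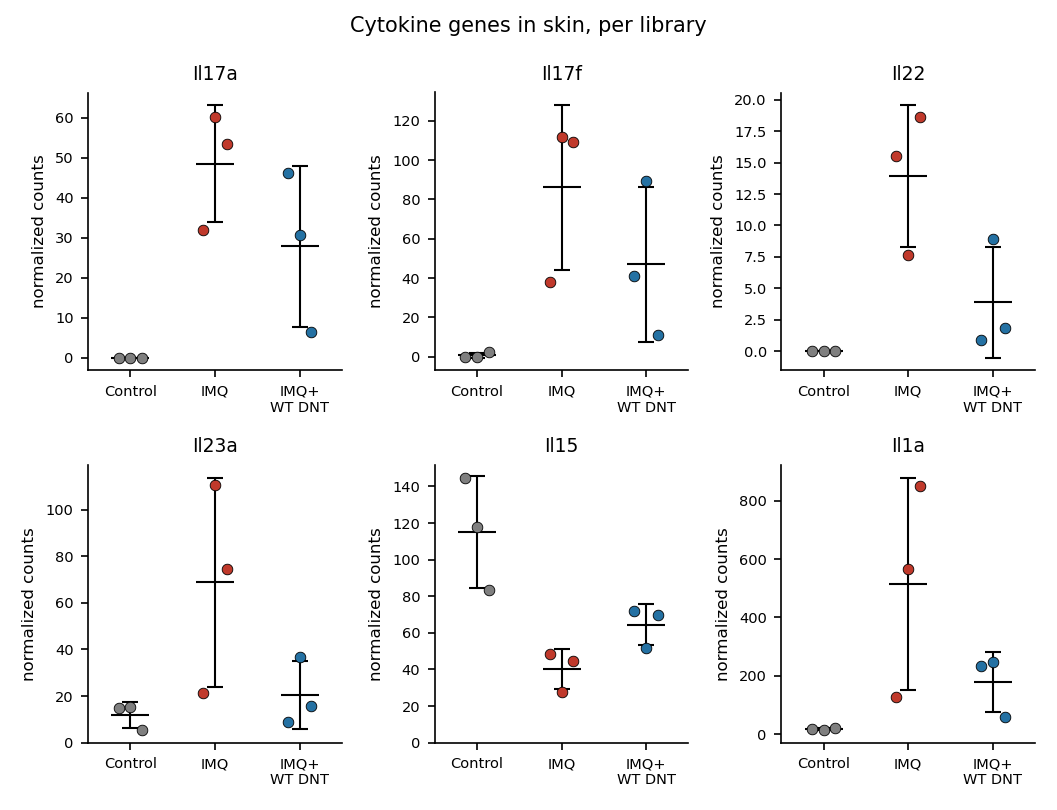
Normalized counts of Il17a, Il17f, Il22, Il23a, Il15 and Il1a in skin of Control, IMQ and WT DNT-treated mice. Points are the 3 libraries of each group, bars their means and error bars the SD, and the IMQ and WT DNT libraries overlap for these genes except Il15.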

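Camera at the preset correlation called genes of the cornified envelope and of leukocyte activation lower with WT DNT than with IMQ alone, and did not call chemokine genes. The 95% interval of the keratinization mean held 0 (-1.61 to 0.65). Of the 10 splits of these 6 libraries into 3 and 3, 8, the real one among them, called as many lists or more. Among the cornified envelope genes, which build the outer layer of the epidermis, Lce1j was 319.8 ± 249 normalized counts with WT DNT and 948 ± 653 with IMQ alone (SD, n = 3), and Lce3b was 1003 ± 502 and 2843 ± 2737. Of 60 keratinization genes, 52 were below 0, with a mean log2 fold change of -0.48 (adjusted p = 3.44e-06 with camera at the preset correlation and adjusted p = 0.956 with an estimated correlation). Lce1h (-1.31), Lce1j (-1.48), Lce1e (-1.03) and Lce3b (-1.14) were among them. Of 40 leukocyte activation genes, 26 were below 0, with a mean of -0.25 (adjusted p = 0.00108, and 0.956 with an estimated correlation). The integrin gene Itgal was 253 ± 44.3 with WT DNT and 570.1 ± 262 with IMQ alone (log2 fold change -1.09), and the pattern receptor gene Tlr1 was 94.8 ± 22.8 and 210.5 ± 109.7 (-1.05). Of 56 chemokine and chemokine receptor genes, 32 were above 0, with a mean of 0.24 (adjusted p = 0.374). Smaller lists moved down as well: 28 genes of epidermal lipid synthesis (mean -0.23, adjusted p = 0.00535) and 11 mast cell genes such as Cma1 (mean -0.37, adjusted p = 0.0244), both with adjusted p = 0.956 with an estimated correlation. No member of these lists passed limma's test over all genes, 1 leukocyte gene and none of the other lists passed when adjusted over the list alone, and at an unadjusted p under 0.05 there were 0 keratinization genes, 5 lower and 1 higher leukocyte genes, and 2 higher chemokine genes. The group calls rest on IMQ replicate 3: without it the adjusted p was 0.817 for keratinization, 0.243 for leukocyte activation, 0.998 for lipid synthesis and 0.557 for mast cells, with 0.578 for lipid synthesis without WT DNT replicate 3 and 0.137 for mast cells without WT DNT replicate 2.

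**Figure D2:**
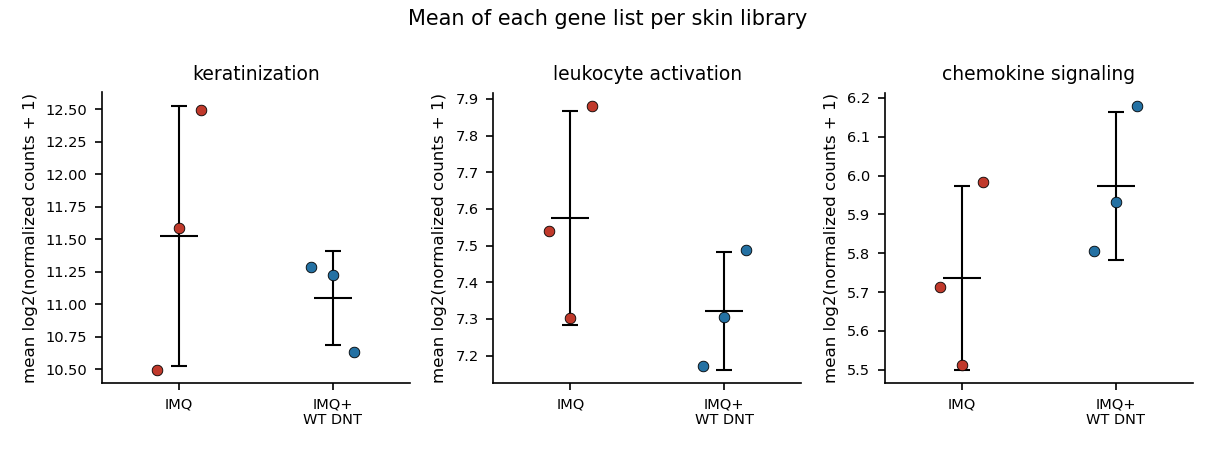
Mean log2(normalized count + 1) of the keratinization, leukocyte activation and chemokine lists in skin of IMQ and WT DNT-treated mice. Points are the 3 libraries of each group and bars their means; the keratinization mean was 10.50, 11.59 and 12.49 in IMQ libraries and 11.29, 11.22 and 10.63 in WT DNT libraries.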

Analysis of all genes in skin and gene set enrichment analysis (GSEA) of skin revealed a decrease in leukocyte activation involved in the inflammatory response (NES = − 1.982, P = 0.006), keratinization (NES = − 2.1129, P = 0) and the chemokine signaling pathway (NES = − 1.4549, P = 0.0053) (Fig. 2H). Furthermore, in comparison with IMQ-induced psoriasis mice, the downregulation of IL17A in skin tissues after DNT administration was confirmed through real-time PCR (Fig. 2I).

### Transferred DNT suppressed the presence of IL17A^+^ RORC^+^ γδ T cells

Because IL-17-producing γδ T cells are major pathogenic immune cells in IMQ-induced psoriasis, we speculated that the administration of DNT may influence γδ T-cell pro-inflammation in IMQ-induced psoriasis development. Based on the expression levels of TCRγδ, two distinct subsets emerged in the skin: γδ^high^ and γδ^low^ T cells. A typical flow cytometry gating strategy of skin is shown in Additional file 2: Fig. S1A. Upon DNT administration, alterations occurred in the proportions of these γδ T-cell subsets within the skin. The percentage and absolute number of γδ^high^ T cells increased post DNT treatment, while the proportion and absolute number of γδ^low^ T cells decreased (Fig. 3A-B), suggesting that DNT selectively suppressed γδ^low^ T cells but not γδ^high^ T cells. This inhibition of total γδ T cells was also found in the DLNs and spleen (Fig. 3C). However, unlike skin γδ T cells, γδ T cells in the DLNs and spleen did not clearly show γδ^low^ and γδ^high^ subsets by flow cytometry. (Fig. 3C).

**Fig. 3:**
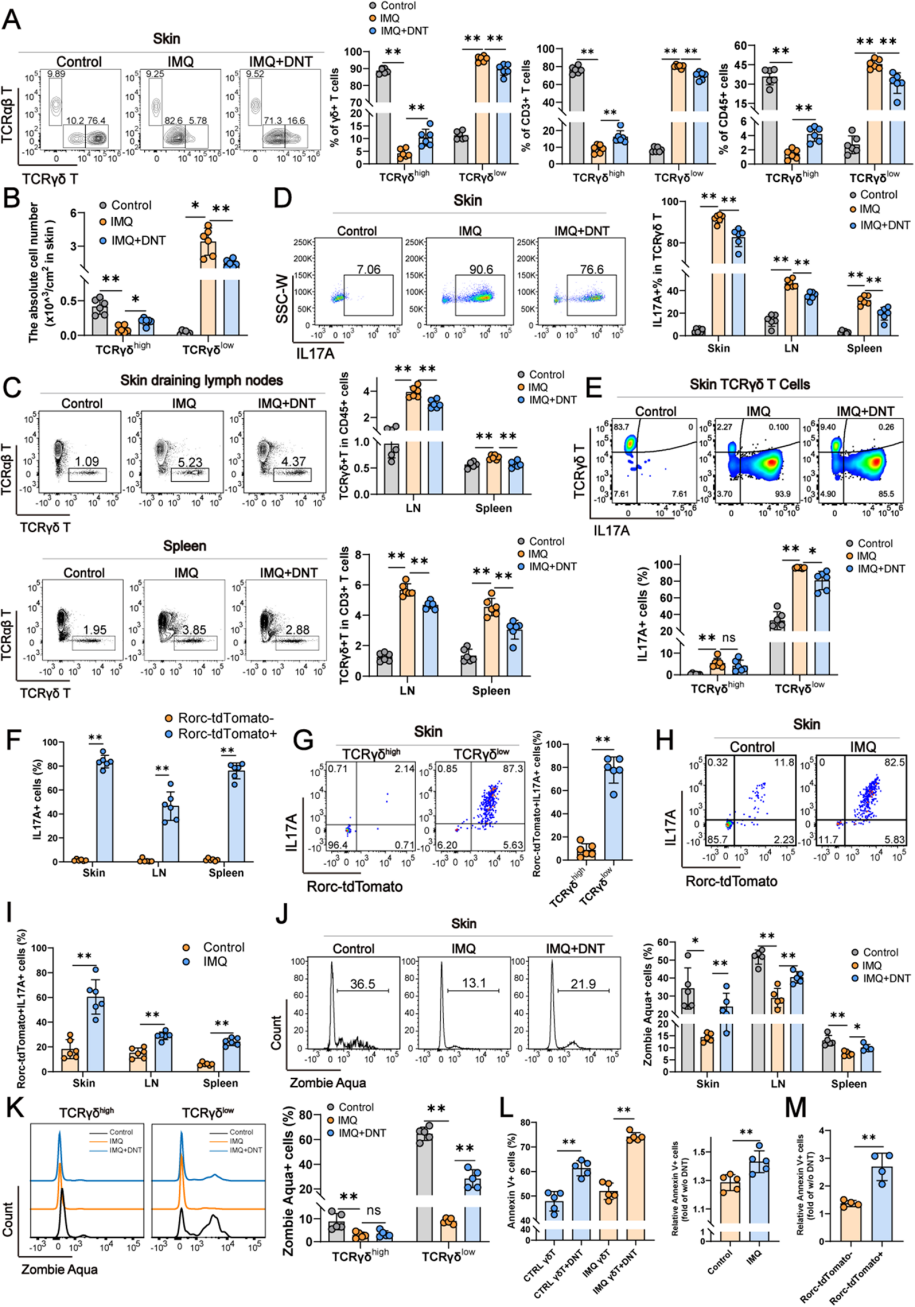
Transferred DNT suppressed the presence of IL17A-producing γδ T cells. **A** Representative flow cytometry plots and statistical analysis of the percentages of skin γδ^high^ T and γδ^low^ T cells relative to the total number of γδ T cells, CD3^+^ T cells and CD45.2^+^ cells in each group. **B** Absolute numbers of γδ^high^ T and γδ^low^ T cells in mouse skin. **C** Representative flow cytometry plots and statistical analysis of the percentages of γδT cells relative to the total number of CD3^+^ T cells and CD45.2^+^ cells in LNs and spleens. **D** Representative flow cytometry plots and statistical analysis of the percentage of IL-17A^+^ cells among skin, LN and spleen γδ T cells. **E** Representative flow cytometry plots and statistical analysis of the percentages of IL-17A^+^ cells among skin γδ^high^ T and γδ^low^ T cells in each group. **F** Statistical analysis of IL17A^+^ cells among Rorc-tdTomato-positive and Rorc-tdTomato-negative γδT cells in the skin, LNs and spleen. **G** Representative flow cytometry plots and statistical analysis of IL17A and tdTomato were measured in skin γδ^high^ T and γδ^low^ T cells by using flow cytometry. **H**, **I** Representative flow cytometry plots and statistical analysis of the percentages of IL17A and tdTomato in the skin, LN and spleen. **J** Representative flow cytometry plots and statistical analysis of the percentages of Zombie Aqua^+^ γδ T cells in the skin, LNs and spleen. **K** Representative flow cytometry plots and statistical analysis of the percentages of Zombie Aqua^+^ cells in skin γδ^high^ T and γδ^low^ T cells. **L** Statistical analysis of the percentages of apoptotic and relative apoptotic γδT cells. **M** Statistical analysis of the percentages of relative apoptotic cells in Rorc-tdTomato-positive or Rorc-tdTomato-negative γδ T cells. Data are presented as the mean ± SD; **A–I** n = 6 mice/group, **J–L** n = 5 mice/group, **M** n = 4 biologically independent samples per group. The normal distribution of variables was assessed using the Shapiro‒Wilk test. One-way ANOVA with a post hoc test for normal variables and the Kruskal‒Wallis test for nonnormal variables were used for multiple comparisons. *p < 0.05, **p < 0.01

γδ T cells mainly secrete IL17A to promote the pathogenesis of psoriasis. We then further investigated the impact of DNT on γδ T-cell IL17A secretion in vivo through flow cytometry analysis. As shown in Fig. 3D, IL17A secreted by γδ T cells significantly decreased after DNT treatment, regardless of the tissue-skin, DLN, or spleen. Intriguingly, we found that γδ^low^ T cells are the major source of IL-17A and that DNT administration downregulates the ability of γδ^low^ T cells to secrete IL17A in the skin of IMQ-treated mice (Fig. 3E), which indicates that DNT inhibits γδ T-cell IL17A secretion mainly through suppression of γδ^low^ T-cell proportions.

Rorc is a crucial transcription factor for IL17A. To further confirm the rationale behind the varying effects of DNT on IL-17-producing γδ T-cell subsets, we developed a transgenic mouse model in which Rorc was labeled with tdTomato fluorescence. In IMQ-induced psoriasis models, IL17A was mainly secreted by Rorc-tdTomato-positive γδ T cells (Fig. 3F). In skin tissue, we also found that Rorc-tdTomato^+^IL17A^+^ γδ T cells were mainly γδ^low^ T cells (Fig. 3G). Compared with the control group, Rorc-tdTomato^+^IL17A^+^ cells also increased significantly in psoriasis mice (Fig. 3H and I).

Furthermore, we explored the manner in which DNT reduces γδ T cells. As displayed in Fig. 3J, IMQ-induced psoriasis displayed a lower death rate of γδ T cells, whereas DNT significantly escalated the death of γδ T cells. Further analysis revealed that DNT chiefly induced death in the γδ^low^ T-cell subset, while DNT did not affect the γδ^high^ T-cell subset (Fig. 3K). We also cocultured DNT with γδ T cells from normal mice and IMQ-treated mice in vitro. As shown in Fig. 3L, DNT induced γδ T-cell apoptosis significantly, especially in IMQ-treated γδ T cells. Meanwhile, in vitro coculture analysis also demonstrated that DNT mainly induced Rorc-tdTomato^+^ γδ T-cell apoptosis (Fig. 3M). The above observations indicated that DNT treatment mainly downregulated Rorc^+^IL17A^+^ γδ^low^ T-cell survival and ultimately led to a decrease in γδ T-cell proportion and IL17A secretion.

### DNT suppressed IL17A-producing γδ T cells through the NKG2D/NKG2DL axis

Our previous work characterized γδ T cells from the DLN of mice with IMQ-induced psoriasis by RNA-seq [10]. Further analysis on this RNA-seq showed that NKG2D ligands in γδ T cells were upregulated, especially *Mical1* and *Mical2* (Fig. 4A). Flow cytometry analysis also showed that γδ T cells from IMQ-induced psoriasis mice had higher levels of MICAL1 (Fig. 4B and C) and MICAL2 expression (Fig. 4D and E). Further analysis revealed that the γδ^low^ subset exhibited a significant increase in the expression of MICAL1 and MICAL2 in IMQ-induced psoriasis, while the γδ^high^ subset did not show a notable change in the expression of these ligands (Fig. 4F and G). These phenomena were further confirmed in IMQ-induced psoriasis in Rorc-tdTomato transgenic mice. A higher proportion of Rorc-tdTomato-positive γδ T cells expressed mical1 and mical2 than Rorc-tdTomato-negative γδ T cells (Fig. 4H and I). γδ^low^ T cells had a higher proportion of Rorc-tdTomato^+^NKG2DL^+^ than γδ^high^ T cells in the skin (Fig. 4J and K).

**Fig. 4:**
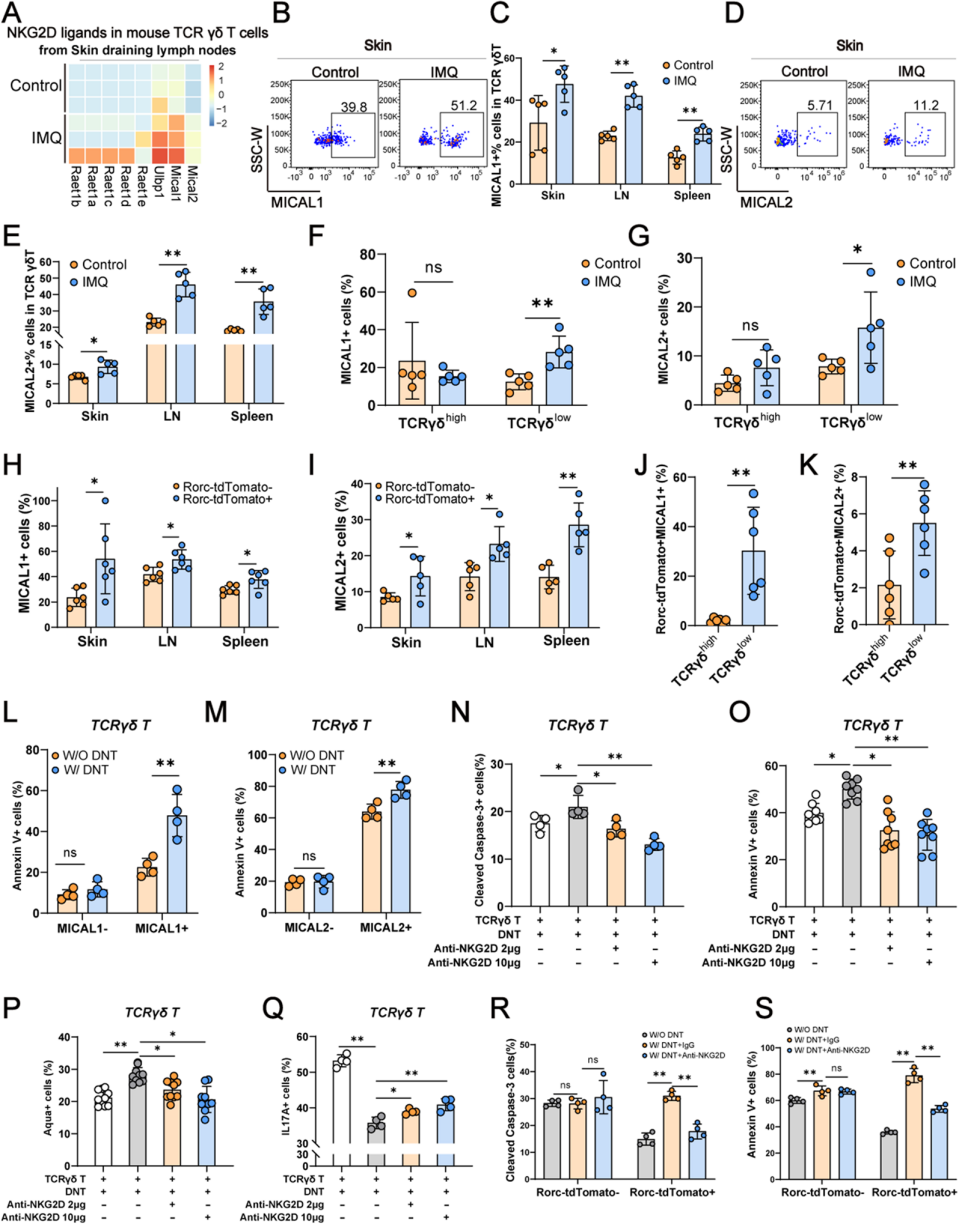
DNT suppressed IL17A-producing γδ T cells through the NKG2D/NKG2DL axis. **A** Heatmap showing genes related to NKG2D ligands in γδ T cells from mouse skin DLNs. **B** and **C** Representative flow cytometry plots and statistical analysis of the percentages of MICAL1^+^ cells in γδ T cells from the skin, LNs and spleen. **D** and **E** Representative flow cytometry plots and statistical analysis of the percentages of MICAL2^+^ cells in γδ T cells from the skin, LNs and spleen. **F** Statistical analysis of the percentages of MICAL1^+^ cells in skin γδ^high^ T and γδ^low^ T cells. **G** Statistical analysis of the percentages of MICAL2^+^ cells in skin γδ^high^ T and γδ^low^ T cells. **H** and **I** Statistical analysis of the percentages of MICAL1/2^+^ in Rorc-tdTomato-positive or Rorc-tdTomato-negative γδ T cells from the skin, LNs and spleen. **J** and **K** Statistical analysis of the percentages of Rorc-tdTomato^+^MICAL1^+^ or Rorc-tdTomato^+^ MICAL2^+^ cells in skin γδ^high^ T and γδ^low^ T cells. **L** and **M** Statistical analysis of the percentages of Annexin V^+^ cells in MICAL1/2-positive or MICAL1/2-negative γδ T cells with or without DNT. **N** Statistical analysis of the percentages of cleaved caspase3^+^ cells in γδ T cells with or without NKG2D blocking antibody. **O** Statistical analysis of the percentages of Annexin V^+^ cells in γδ T cells with or without NKG2D blocking antibody. **P** Statistical analysis of the percentages of Zombie Aqua^+^ cells in γδ T cells with or without NKG2D blocking antibody. **Q** Statistical analysis of the percentages of IL17A^+^ cells in γδ T cells with or without NKG2D blocking antibody. **R** Statistical analysis of the percentages of cleaved caspase3^+^ cells in Rorc-tdTomato-positive or -negative γδ T cells with or without NKG2D blocking antibody. (**S**) Statistical analysis of the percentages of Annexin V^+^ cells in Rorc-tdTomato-positive or -negative γδ T cells with or without NKG2D blocking antibody. Data are presented as the mean ± SD; **A**, **B** n = 3 mice/group, **C–J** n ≥ 5 mice/group, **K–S** n ≥ 4 biologically independent samples per group. The normal distribution of variables was assessed using the Shapiro‒Wilk test. One-way ANOVA with a post hoc test for normal variables and the Kruskal‒Wallis test for nonnormal variables were used for multiple comparisons. *p < 0.05, **p < 0.01

NKG2D is a functional molecule in both human and mouse DNT [13, 17, 18], so we hypothesized that DNT selectively suppresses γδ^low^ T cells through the NKG2D/NKG2DL axis. In line with our hypothesis, DNT primarily induces apoptosis in γδ T cells expressing high levels of NKG2D ligands (Fig. 4L and M). Upon blocking NKG2D, the cytotoxic effect of DNT on γδ T cells was weakened (Fig. 4N-P). Furthermore, we found that DNT can effectively suppress the secretion of IL17A by γδ T cells, when NKG2D was blocked by anti-NKG2D antibody, the secretion of IL17A by γδ T cells was partially restored (Fig. 4Q). Subsequent experimental validation further confirmed that DNT primarily targets tdTomato-positive γδ T cells, and when NKG2D was blocked with an NKG2D antibody, this cytotoxic effect was dampened (Fig. 4R and S). Above all, our findings suggest that DNT selectively suppresses IL17A-producing γδ^low^ T cells through the NKG2D/NKG2DL axis.

### Transferred DNT migrated to skin tissue via CCR5

Previous findings by our group demonstrated that a higher CCR5 was expressed in DNT [19]. 

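IMQ skin held far more transcript of the cornified envelope and of the epidermal response to IL-17 than Control skin, and less of skeletal muscle. Sprr2b (ENSMUSG00000050092), a cornified envelope precursor, was 8596 ± 6050.3 normalized counts in IMQ mice and 3.31 ± 2.93 in Control mice (SD, n = 3). Krt6b, a keratin of stressed epidermis, was 130636 ± 50854 and 995 ± 269.6, and S100a9, a subunit of calprotectin, was 63823 ± 37980.2 and 163 ± 151. Log2 fold changes were 11.09 for Sprr2b (adjusted p = 1.59e-05 from limma), 7.00 for Krt6b (3.66e-06) and 8.83 for S100a9 (1.45e-05). Rptn (10.80), Lce3b (10.57) and Krt6a (5.45) rose as well. The antimicrobial peptide gene Defb4 and the cornified envelope gene Lce3e had 0 reads in the Control libraries, so IMQ skin was at least 45.0-fold and at least 605-fold higher against a floor of 3 reads per library. On the lower side were Krt77, a keratin of eccrine ducts and interfollicular epidermis (log2 fold change -9.35), Fosb (-4.92), the metabolic kinase gene Pdk4 (-5.21) and the muscle genes Actc1 (-5.27) and Pvalb (-4.28). Of 36 epidermal genes induced by IL-17 and IL-36, 29 rose (31 when adjusted over the list alone) and none fell, with a mean log2 fold change of 4.96. Of 60 keratinization genes, 47 rose and 4 fell (51 and 4 over the list alone), with a mean of 3.78. Camera gave an adjusted p of 6.92e-28 and 3.36e-25 for these lists, against an adjusted p = 0.0663 and 0.185 with an estimated correlation. Of 40 skeletal muscle genes, 25 fell (28 over the list alone, where 1 rose) and the mean was -2.78 (adjusted p = 5.64e-07 with camera and adjusted p = 0.54 with an estimated correlation). Over all genes 2617 were higher and 3221 lower at an adjusted p under 0.05 from limma. With the mean of the muscle genes as a covariate 324 were higher and 116 lower and with these groups fitted alone 1249 were higher and 2004 lower. Every IMQ library had a lower muscle mean than every Control library, so that covariate overlaps with the treatment. The smaller counts with it cannot tell muscle content from an IMQ effect that the covariate removes. The count of genes past the test was 2256 without Control replicate 2, 2549 without IMQ replicate 2 and 2775 without IMQ replicate 3.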

To investigate how transferred DNT migrate into skin tissue, we performed transcriptome sequencing on the skin from control and IMQ-treated mice. Gene Ontology (GO) pathway analyses revealed that the differentially expressed genes were involved in the response to chemokines, positive regulation of interleukin-17 production, gamma-delta T-cell activation, chemokines, and chemokine receptor-related activities (Fig. 5A). 

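Markers of γδ T cells that produce IL-17 rose in IMQ skin, and chemokine genes moved both ways. Il17a was 48.5 ± 14.7 normalized counts in IMQ mice (SD, n = 3) and had 0 reads in Control mice, at least 13.4-fold higher against the floor of 3 reads per library (adjusted p = 0.000302 from limma). The scavenger receptor gene Cd163l1 was 876 ± 530.2 in IMQ mice and 24.4 ± 9.36 in Control mice, a log2 fold change of 4.97. Il17f (5.73), Scart2 (4.19) and the kinase gene Blk (4.17), all expressed in γδ T cells that produce IL-17, rose too. Of 19 markers of these cells, 10 rose and 2 fell (11 and 3 when adjusted over the list alone), with a mean of 1.85 (adjusted p = 0.000207 with camera and adjusted p = 0.323 with an estimated correlation). Rorc, their lineage transcription factor, fell (-1.83, adjusted p = 0.015), and the receptor gene Il23r rose (2.66, adjusted p = 0.0241). The calls of both were lost without Control replicate 2 (adjusted p = 0.071 and 0.102) and without IMQ replicate 2 (0.0646 and 0.0884), that of Rorc also without IMQ replicate 3 (0.0551), and that of Il23r also without Control replicate 3 (0.0571). Both calls were lost with the muscle covariate as well (0.31 and 0.274), where the fold of Rorc shrank to -0.72 (SE 0.35, against 0.45 before) and that of Il23r was 2.19 (SE 0.99, against 0.73), and that of Il23r with limma or DESeq2 fitted to these groups alone and with edgeR; adjusted p over the alternatives was 0.00117 to 0.31 for Rorc and 0.00512 to 0.274 for Il23r. Of the paper's 7 γδ T-cell activation genes, 5 rose (7 over the list alone), among them Egr3 (1.53) and Gpr18 (1.67), with adjusted p = 1.00e-04 for the list with camera and adjusted p = 0.185 with an estimated correlation. Of its 5 IL17 production genes, Nod2 (1.57) and Myd88 (0.95) rose, and Slc7a5 (1.20), Tlr2 (0.96) and Ly9 (0.85) did not pass over all genes (5 passed over the list alone; adjusted p = 0.00603 for the list and adjusted p = 0.19 with an estimated correlation). Without IMQ replicate 3 the adjusted p was 0.0592 for Egr3, 0.121 for Gpr18, 0.0924 for Nod2 and 0.0585 for Myd88, and all 4 calls were also lost without IMQ replicate 2, with limma fitted to these groups alone and with the muscle covariate (folds 1.11, 1.70, 1.36 and 0.88, with SE of 0.49, 0.67, 0.59 and 0.31 against 0.38, 0.49, 0.44 and 0.23 before), and part of them without Control replicate 1 (Gpr18), Control replicate 2 (Gpr18, Nod2 and Myd88) or Control replicate 3 (Nod2). Of 76 genes of the IL-17 signaling pathway, 14 rose and 4 fell (14 and 4 over the list alone), with a mean of 0.70 (adjusted p = 0.000496 with camera and adjusted p = 0.41 with an estimated correlation). Of 56 chemokine and receptor genes, 8 rose and 8 fell (likewise over the list alone), the mean was 0.00, the median -0.07, and the list was not called (adjusted p = 0.582). The receptor genes Cxcr6 (3.24) and Cx3cr1 (2.60) rose, and the eosinophil chemokine gene Ccl24 (-4.75) and the scavenging receptor gene Ackr4 (-2.75) fell, with SE of 0.44 for Cx3cr1 and 0.47 for Ackr4. With the muscle covariate the fold of Cx3cr1 was 2.07, SE 0.55 (adjusted p = 0.085; 8.17e-07 to 0.085 over its alternatives) and that of Ackr4 -2.54, SE 0.63 (0.0704; 1.18e-07 to 0.0704), so both calls ended with wider errors.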

The heatmap showed that C–C motif chemokine ligands (*Ccl3, Ccl4, Ccl5, Ccl17, Ccl19-Ps2, and Ccl22*) were expressed at higher levels in IMQ-induced psoriasis (Fig. 5B). In addition, real-time PCR of skin tissue showed similar results (Fig. 5C), *and ccl3* expression increased threefold in IMQ-induced psoriasis. 

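Ccl3, Ccl17 and Ccl22 were higher in IMQ skin than in Control skin, Ccl5 was lower, and none passed the adjusted test. Ccl3 (ENSMUSG00000000982), a ligand of CCR5, was 30.6 ± 16.5 normalized counts in IMQ mice and 11.7 ± 2.02 in Control mice (SD, n = 3), a log2 fold change of 1.21 (adjusted p = 0.15 from limma). Ccl17 and Ccl22, ligands of CCR4, were 4.03 ± 1.34 and 102 ± 24.3 in IMQ mice and 0.758 ± 1.31 and 67.0 ± 7.04 in Control mice, with log2 fold changes of 1.72 (adjusted p = 0.149) and 0.57 (adjusted p = 0.315). The other CCR5 ligands were Ccl4, at 16.1 ± 23.7 in IMQ mice and 8.98 ± 6.00 in Control mice, and Ccl5, at 14.1 ± 6.38 and 22.1 ± 7.24. On the log scale Ccl4 was at -0.26 with limma, although its mean was higher in IMQ mice and DESeq2 put it above 0, and Ccl5 was at -0.64. Every IMQ library was above every Control library for Ccl3 and Ccl17 (exact permutation test, two-sided p = 0.1, the smallest that 3 libraries against 3 allow). Ccl17 stood at only a few reads per library, so its separation rests on values near the floor. Ccl19-ps2 matched no gene identifier in the table, so 5 of the listed ligands were tested. Their mean was 0.52, with 3 above 0 (adjusted p = 0.394 with camera), and 0 passed limma's test over all genes, over the list alone or at an unadjusted p under 0.05. DESeq2 put Ccl3 past an unadjusted p of 0.05 and a fold change of 1.5, limma fitted to these groups alone put Ccl3 and Ccl17 past them, and edgeR put 0 past them. A textbook list of 5 CCR5 ligands had a mean of -0.22 and was not called (adjusted p = 0.619). For these chemokine ligands, the paper states higher expression in IMQ-induced psoriasis (Fig. 5B) and similar results by real-time PCR, which was not analysed here.

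**Figure D3:**
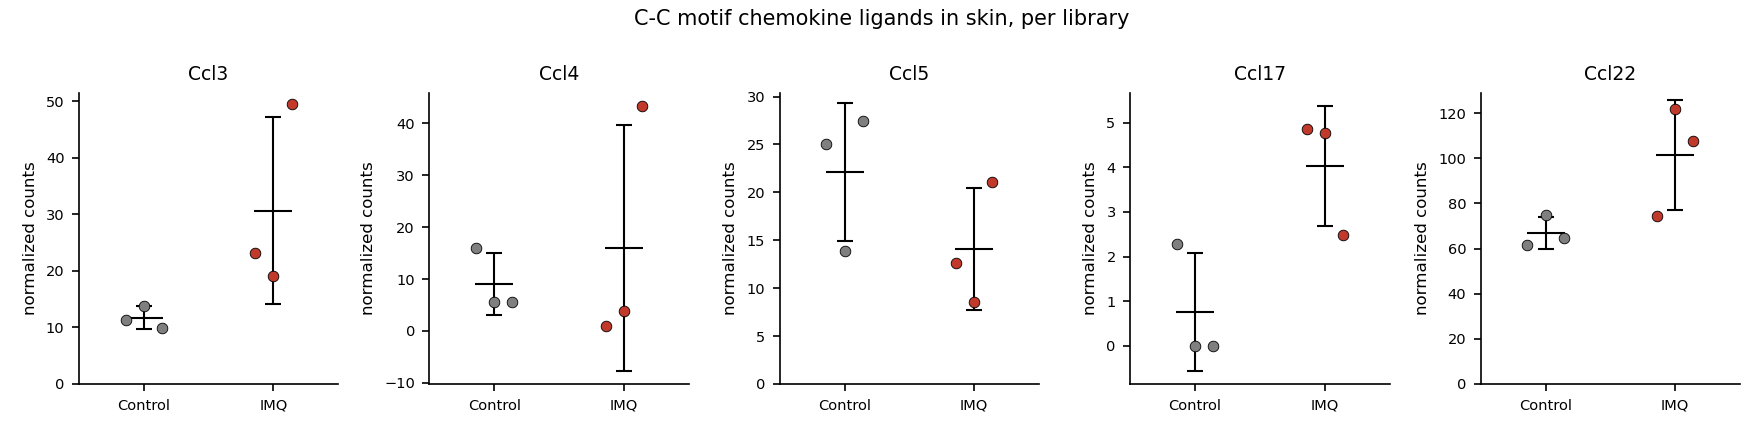
Normalized counts of Ccl3, Ccl4, Ccl5, Ccl17 and Ccl22 in skin of Control and IMQ mice. Points are the 3 libraries of each group, bars their means and error bars the SD, and the groups are apart for Ccl3 and Ccl17 and overlap for the others.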

WT and *Ccr5*^−/−^ DNT were adoptively transferred into IMQ-induced psoriasis mice (Fig. 5D). 

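Rgs2, a regulator of G protein signaling, was higher with Ccr5-/- DNT than with WT DNT, and Tnfrsf19 and Wnt6, which act in hair follicle growth, were lower, none past limma's adjusted test with all 12 libraries. The labels give a CCR5 genotype for 1 of the groups, which the paper's design places in the transferred DNT. Rgs2 was 1497 ± 37.1 normalized counts with Ccr5-/- DNT and 673 ± 89.1 with WT DNT (SD, n = 3), and Tnfrsf19 was 556 ± 53.7 and 1405 ± 55.6. The log2 fold change was 1.16 for Rgs2 (adjusted p = 0.224 from limma), -1.34 for Tnfrsf19 (0.267) and -1.64 for Wnt6. The neuronal kinase activator gene Cdk5r1 (1.48), Tiparp (1.35) and Ifrd1 (1.21) were higher too, and the tetraspanin gene Cd82 (-1.15) was lower. The mean of 40 skeletal muscle genes was -1.56 against WT DNT (6 lower at an unadjusted p under 0.05, and none over all genes or over the list alone), with an adjusted p of 1.54e-06 from camera and adjusted p = 0.828 with an estimated correlation. Its library means overlapped, at 11.64, 8.78 and 7.65 with Ccr5-/- DNT and 10.16, 10.84 and 11.74 with WT DNT. With limma, 0 genes were higher and 0 lower at an adjusted p under 0.05, and 1645 were higher and 1728 lower at an unadjusted p under 0.05. DESeq2 called 140 higher and 194 lower with all libraries and 567 and 761 when fitted to these groups alone, limma fitted to these groups alone called 12 and 106, and edgeR called 0. The DESeq2 calls hold all 7 of these genes in both fits, and limma fitted to these groups alone called Rgs2, Tiparp, Tnfrsf19 and Cd82. A list of 16 immediate-early and stress genes had a mean of 0.53, with 15 above 0 (3 higher at an unadjusted p under 0.05, none over all genes or the list alone; adjusted p = 0.0102 with camera and adjusted p = 0.828 with an estimated correlation), and its call was lost without WT DNT replicate 3 (adjusted p = 0.0886), Ccr5-/- DNT replicate 2 (0.0547) or Ccr5-/- DNT replicate 3 (0.0513) and with the muscle (0.293) or hair follicle covariate (0.511).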

Compared to WT DNT, the migration of *Ccr5*^−/−^ DNT was mitigated less in the skin, DLN, and spleen (Fig. 5E). Histological analysis also showed that the mice given *Ccr5*^−/−^ DNT had increased inflammatory cell infiltration and hyperkeratosis compared with WT DNT (Fig. 5F). The layers of keratinocytes in the skin were also increased in *Ccr5*^−/−^ DNT-treated mice (Fig. 5G). 

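Targets of IL-17 in the epidermis were higher with Ccr5-/- DNT than with WT DNT, while keratinization genes lay on both sides of 0. S100a9, a subunit of calprotectin, was 147289 ± 24307 normalized counts with Ccr5-/- DNT and 54177 ± 39888 with WT DNT (SD, n = 3). The antimicrobial peptide genes Defb4 and Defb3 were 366 ± 53.4 and 745 ± 104 with Ccr5-/- DNT and 102 ± 66.4 and 181 ± 147 with WT DNT, and the wound keratin gene Krt6a was 90807 ± 12034 and 44549.6 ± 21371. Their log2 fold changes were 1.67 for S100a9, 2.01 for Defb4, 2.34 for Defb3 and 1.13 for Krt6a, with adjusted p from limma of 0.267 to 0.303; DESeq2 called none of the 4 with all libraries and all 4 when fitted to these groups alone (0.000545 to 0.0302). Neutrophils express S100a9 as well, and 20 neutrophil genes had a mean of 0.71 (adjusted p = 0.00574 with camera and adjusted p = 0.828 with an estimated correlation, 6.73e-05 to 0.828 over its alternatives). Because those neutrophil genes include S100a8 and S100a9 themselves, their mean cannot tell which cells the S100a9 transcript came from. Of 36 epidermal genes induced by IL-17 and IL-36, 34 were above 0, with a mean of 1.40 (adjusted p = 7.01e-12 with camera and adjusted p = 0.553 with an estimated correlation), and 15 passed when adjusted over the list alone. Of 76 genes of the IL-17 signaling pathway, 64 were above 0, with a mean of 0.63 (adjusted p = 9.54e-07 with camera and adjusted p = 0.828 with an estimated correlation), and 0 passed over the list alone. Ptgs2 (2.40), which makes prostaglandins, the NF-κB feedback gene Tnfaip3 (1.72) and the kinase gene Chuk (0.44) were among them, and 22 members were higher and 1 lower at an unadjusted p under 0.05. Of 60 keratinization genes, 40 were above 0, with a mean of 0.16 and a median of 0.58, and the list was not called (adjusted p = 0.229 with camera). At an unadjusted p under 0.05, 11 of them were higher, such as Sprr2h (1.44) and Sprr1b (1.53), and 13 lower, such as Lce1m (-2.66) and Lce1a2 (-1.72), and none passed over the list alone. In the same libraries 40 hair follicle genes had a mean of -4.39 (adjusted p = 1.32e-10 with camera and adjusted p = 0.828 with an estimated correlation, 19 lower at an unadjusted p under 0.05), among them the inner root sheath and companion layer keratins Krt26 (-7.46) and Krt75 (-2.53). No gene of these lists passed limma's test over all genes, whereas DESeq2 fitted to these groups alone called all 9 other genes named here, and with all libraries Ptgs2, Tnfaip3, Chuk and Lce1m among them; fitted to these groups alone camera called the keratinization list higher (adjusted p = 0.0161; 0.0161 to 0.998 over its alternatives).

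**Figure D4:**
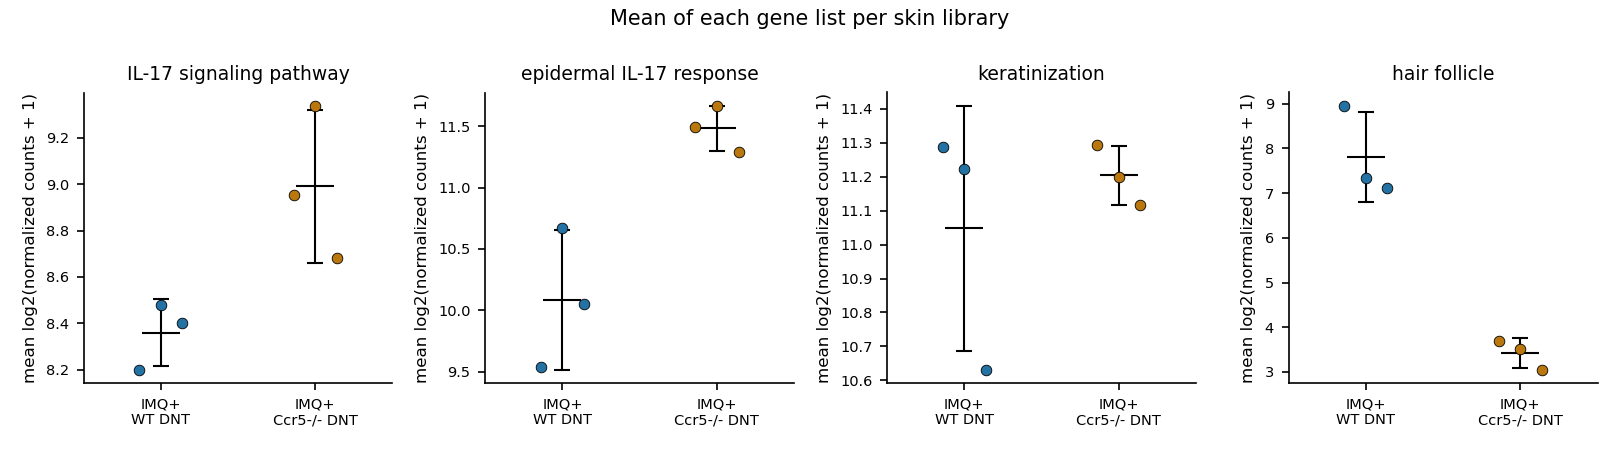
Mean log2(normalized count + 1) of the IL-17 signaling, epidermal IL-17 response, keratinization and hair follicle lists with WT DNT and Ccr5-/- DNT. Points are the 3 libraries of each group, bars their means, and the axes do not start at 0; the IL-17 signaling mean was 8.20, 8.48 and 8.40 with WT DNT and 8.95, 9.34 and 8.68 with Ccr5-/- DNT.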

Analysis of gene set enrichment analysis (GSEA) of skin tissue RNA sequencing data revealed an increased IL-17 signaling pathway and keratinization (Fig. 5H) in *Ccr5*^−/−^ DNT-treated mice. Furthermore, cytokines and cytokine receptors (*Il1a, Il23a, Il17a, Il12b, Il17c, Il18rap, Il33, Il19, Il13ra1, Il13ra2, Il1rn, Il1b, Il6 and Il10*) were also changed (Fig. 5I). 

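All 14 cytokine and receptor genes of Fig. 5I were higher with Ccr5-/- DNT than with WT DNT, among them the keratinocyte cytokine Il19. Il19 (ENSMUSG00000016524) was 1219 ± 234 normalized counts with Ccr5-/- DNT and 263 ± 165 with WT DNT (SD, n = 3). Il17a was 91.8 ± 42.8 and 27.8 ± 20.1, the alarmin Il33 was 8274 ± 1271 and 3448 ± 1658, and the IL-1 receptor antagonist Il1rn was 8838 ± 1947 and 3741 ± 1994, with the groups apart for each of these 4 genes. The log2 fold change was 2.41 for Il19 (adjusted p = 0.267 from limma), 1.96 for Il17a (0.282), 1.40 for Il33 (0.29) and 1.35 for Il1rn (0.29). It was 2.66 for Il17c, whose Ccr5-/- DNT libraries stood at 224, 28.8 and 12.5 normalized counts and whose fold ran from 1.49 to 3.82 over its alternatives, 2.04 for Il23a, 1.81 for Il1a and 1.67 for Il1b, and 0.72 and 0.87 for the receptor genes Il13ra1 and Il13ra2. Relative to the mean, the spread between Ccr5-/- DNT libraries was largest in Il6 (302 ± 431 and 28.4 ± 25.5), Il10 (164 ± 263 and 14.8 ± 4.74) and Il12b (9.81 ± 15.9 and 2.51 ± 1.44). Their groups overlap, as do those of Il13ra2 and of Il18rap (1.04). The mean of the list was 1.57 (adjusted p = 9.54e-07 with camera and adjusted p = 0.553 with an estimated correlation). By gene, 0 passed limma's test over all genes, 6 passed when adjusted over the list alone, which the paper chose on these libraries, and 8 were higher at an unadjusted p under 0.05. DESeq2 called Il17c and Il19 with all libraries and 7 of 13 genes when fitted to these groups alone, Il17a not among them, and edgeR called 0. The paper also counted transferred DNT and skin γδ T cells by flow cytometry and examined skin sections. From this experiment it concludes that transferred DNT reach psoriatic skin through CCR5 and inhibit γδ T cells that produce IL-17A.

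**Figure D5:**
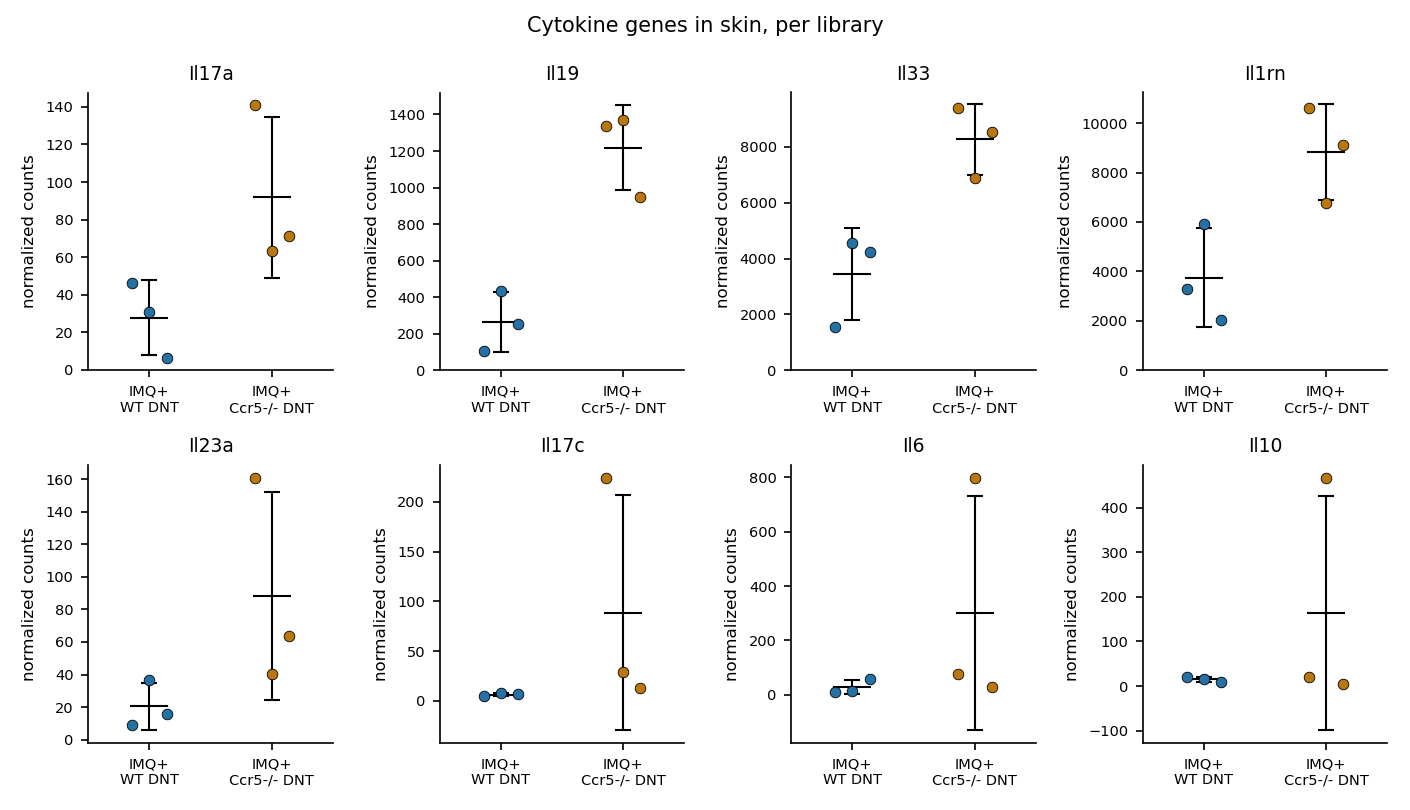
Normalized counts of Il17a, Il19, Il33, Il1rn, Il23a, Il17c, Il6 and Il10 in skin of mice given WT DNT or Ccr5-/- DNT. Points are the 3 libraries of each group, bars their means and error bars the SD, and the groups overlap for Il6 and Il10 and are apart for the others.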

Flow cytometry showed that *Ccr5*^−/−^ DNT had a higher proportion of γδ^low^ T cells in the skin (Fig. 5J). Mice treated *Ccr5*^*−/−*^ with DNT showed less cell death in skin γδ^low^ T cells than WT mice, possibly due to reduced migration of DNT to the skin (Fig. 5K). In addition, *Ccr5*^−/−^ DNT-treated mice exhibited significantly higher secretion of IL17A by skin γδ T cells than WT DNT-treated mice (Fig. 5L). Together, these data demonstrated that transferred DNT migrates to the skin of psoriasis through CCR5 and inhibits IL-17A-producing γδ T cells.

**Fig. 5:**
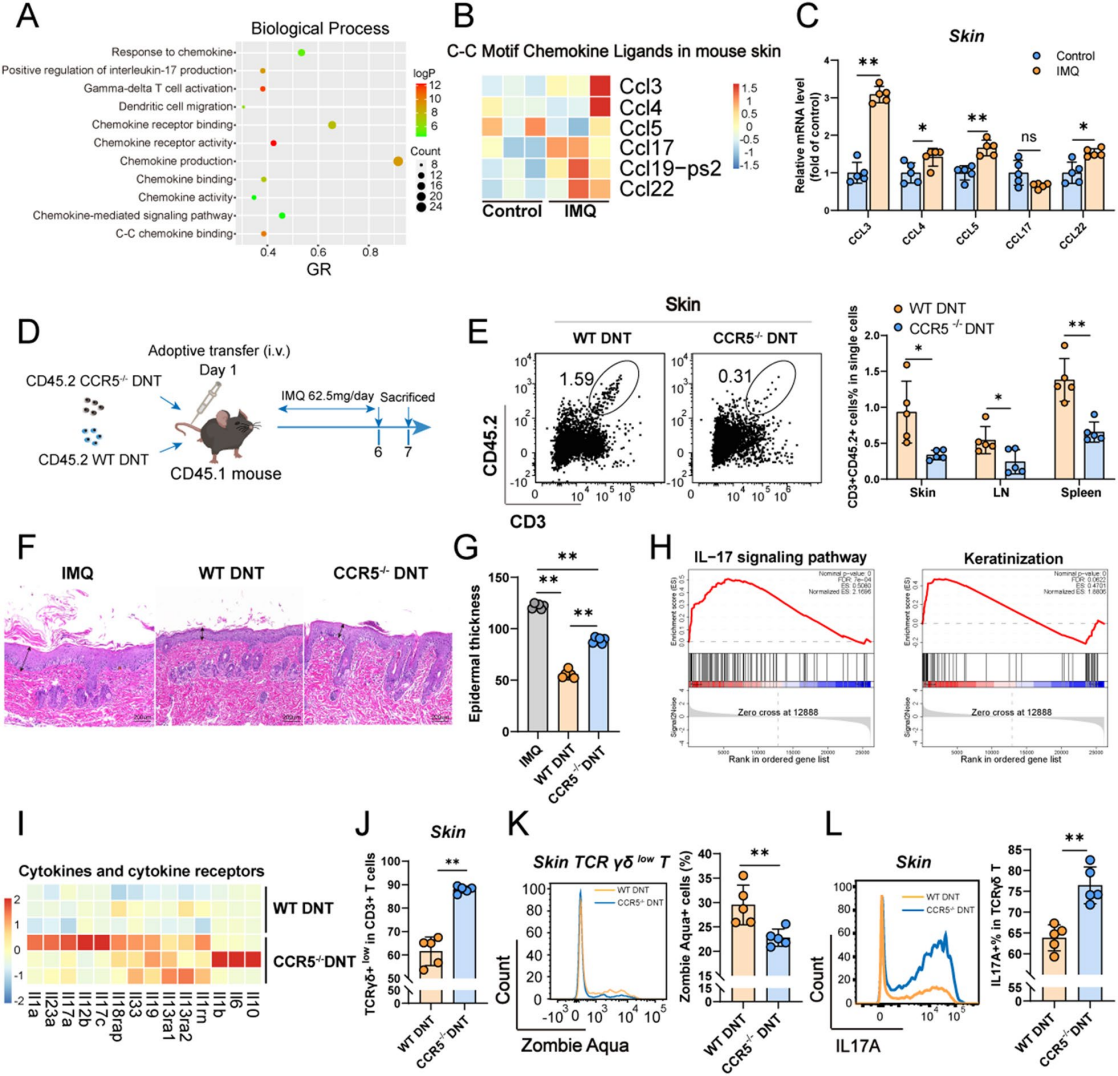
Transferred DNT infiltrate skin tissue via CCR5. **A** Biological process analysis was performed on the basis of DEGs with significantly upregulated and downregulated expression in the skin of IMQ-induced murine psoriasis compared with control mice. **B** Heatmap showing genes related to C–C motif chemokine ligands in mouse skin from IMQ-treated and control mice. **C** mRNA levels of Ccl3, Ccl4, Ccl5, Ccl17, and Ccl22 in mouse skin from IMQ-treated and control mice. **D** Flowchart of Ccr5^−/−^ or WT DNT administration in IMQ-induced psoriasis. **E** Representative flow cytometry plots and statistical analysis of the percentages of transferred DNT (CD45.2^+^CD3^+^ cells in total single cells) that migrated to skin tissue, LNs and spleen. **F** Representative H&E staining of skin sections obtained from IMQ-induced psoriasis and WT or Ccr5^−/−^ DNT-treated mice. The scale bar represents 200 µm. **G** Statistical analysis of the layers of keratinocytes in HE sections obtained from IMQ-induced psoriasis and WT or Ccr5^−/−^ DNT-treated mice. **H** GSEA of the IL17A signaling pathway and keratinization in the skin from Ccr5^−/−^ vs. WT DNT-treated mice. **I** Heatmap showing genes related to cytokines and cytokine receptors in the skin from Ccr5^−/−^ or WT DNT-treated mice. **J** Statistical analysis of the percentages of γδ^low^ T cells in skin CD3^+^ T cells from Ccr5^−/−^ or WT DNT-treated mice. **K** Statistical analysis of the percentages of Zombie Aqua^+^ γδ^low^ T cells in the skin of Ccr5^−/−^ or WT DNT-treated mice. **L** Representative flow cytometry plots and statistical analysis of the percentages of IL17A^+^ cells in skin γδT cells from Ccr5^−/−^ or WT DNT-treated mice. Data are presented as the mean ± SD; n = 5 mice/group. The normal distribution of variables was assessed using the Shapiro‒Wilk test. One-way ANOVA with a post hoc test for normal variables and the Kruskal‒Wallis test for nonnormal variables were used for multiple comparisons. *p < 0.05, **p < 0.01

## Discussion

Currently, although biologics targeting TNF-α, IL-12/IL-23 or IL-17A are highly effective in the treatment of psoriasis, not all patients respond in the same manner. Some people might not respond at all (primary treatment failure) or, far more commonly, have an initial response that is subsequently lost over periods of months to years (secondary failure) [20]. Thus, new strategies for psoriasis treatment are still urgently needed.

Increased evidence has indicated the crucial role of DNT in the suppression of CD4 and CD8 T cells [14, 21, 22], B cells [23], NK cells [24], dendritic cells [25] and macrophages [13]. In the present study, we provided evidence that adoptive transfer of DNT migrated to the skin, selectively inhibited IL-17-producing γδ T cells and prevented the development and progression of psoriasis.

The γδ T cells are heterogeneous with multifunctional capacities. Based on the TCRγδ repertoire, γδ T cells are defined as different subsets. Among them, human Vδ1, Vδ2, and Vδ3, murine Vγ2, Vγ4, Vγ5 and Vγ6 γδ T-cell subsets can produce IL-17 in different tissues and diseases [6]. Meanwhile, γδ T cells were also identified as TCRγδ^high^ and TCRγδ^low^ (or TCRγδ^intermdiate^) subsets in both humans and mice based on the intensity of TCRγδ antibody staining evaluated by flow cytometry [9, 26–29]. In a mouse psoriasis model, epidermal T cells were exclusively γδ T cells with high intensity of CD3 and TCR γδ staining and did not produce IL-17 in response to IL-23 stimulation. In contrast, the majority of γδ dermal T cells show intermediate intensity CD3 and γδ TCR staining, and IL-17 is mainly secreted by dermal γδ T cells upon IL-23 stimulation [9].

In our study, we also noticed that in skin samples from mice with psoriasis, TCRγδ^low^ cells were the main γδ T-cell subset that had high RORγT transcription levels and produced IL-17A. Most interestingly, although DNT highly express cytotoxicity-related molecules, including perforin and granzyme B, our data revealed that adoptively transferred DNT inhibited only IL-17A-producing γδ^low^ T cells but not γδ^high^ T cells with no IL-17A secretion, thus ameliorating the development of psoriasis. Although in our previous research, we observed that DNT could induce Th17 cell apoptosis and suppress the production of IL17 by Th17 cells in a NASH mouse model [13]. However, whether DNT have cytotoxic effects on ILC3, Th17, Tc17 or other IL-17-producers in psoriasis are need further investigation.

There have been reports showing that DNT selectively inhibit highly expressed Lag3 [15], NKG2A [13] and NKG2D [18]. NKG2D is located on the cell surface, which is responsible for the recognition and removal of infectious pathogens by lymphocytes and participates in the regulation of the functions of NK and T cells [30]. In our research, IL-17A-producing γδ^low^ T cells highly expressed the NKG2D ligand MICAL1/2. Blocking the NKG2D-NKG2DL interaction reduced the killing effect of DNT against γδ^low^ T cells in a dose-dependent manner, indicating that the selective inhibition of DNT on γδ T cells was NKG2D dependent.

Chemokines and their receptors are important in pro- and anti-inflammatory immune cell trafficking into skin tissue and play critical roles in the development and progression of psoriasis. In psoriasis, keratinocytes produce a broad array of chemokines, including CCL2, CCL3, CCL5, CCL17, CCL20, CCL22, CCL27, CXCL1, CXCL8, CXCL9, CXCL10, CXCL11 and CXCL16 [31].

DNT highly express CCR5, which is critical for DNT migration and function [19]. In our study, we also observed significantly increased CCL3/4 (CCR5 ligands) expression in the inflamed skin tissue of mice with psoriasis. Adoptively transferred DNT were mainly recruited in the skin tissue of psoriatic mouse models. However, adoptive transfer of CCR5 KO DNT failed to transfer to inflamed skin tissue and lost the protective function against psoriasis in mice. These results further confirmed that the CCL3/4 and CCR5 interaction was crucial for DNT migration and function.

## Conclusions

In this study, we demonstrated that adoptive transfer of double negative cells (DNT) could alleviate the pathogenesis of psoriasis by downregulating the inflammatory response in mouse models. DNT injected from the mouse tail vein could migrate to inflamed skin tissue through CCR5, selectively inhibit IL-17-producing γδ^low^ T cells and finally ameliorate mouse psoriasis (Fig. 6). Our study provides a feasible method for using DNT-based cell therapy for the prevention and treatment of psoriasis in the clinic.

**Fig. 6:**
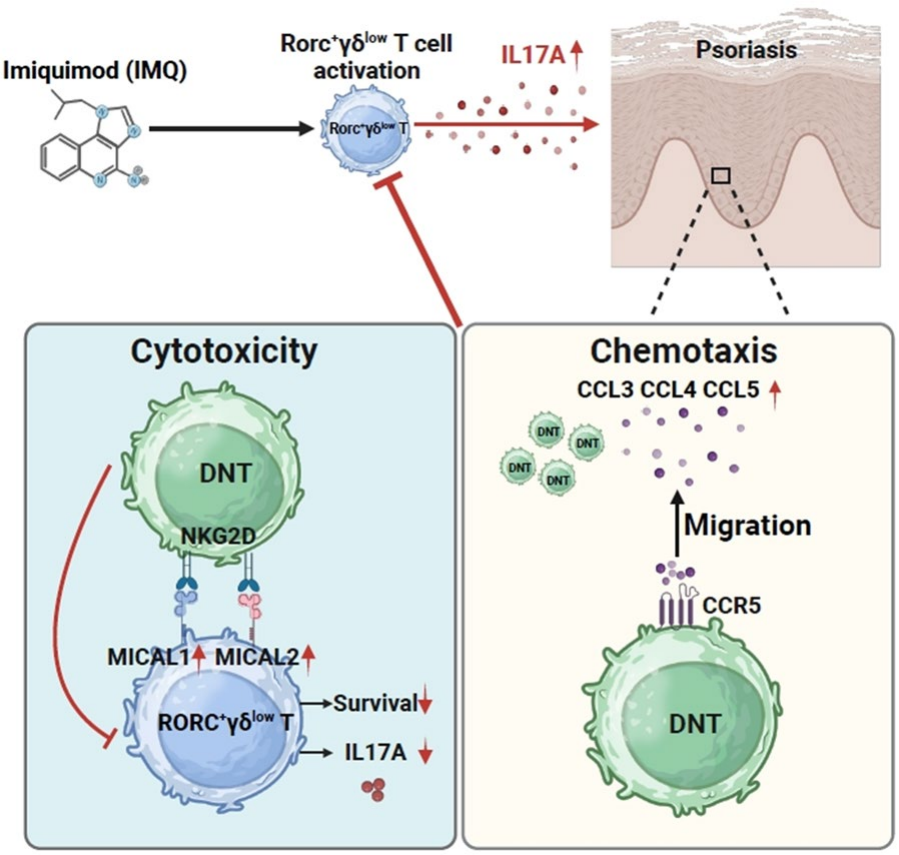
Mechanism of double-negative T cells inhibiting progression against psoriasis. The mechanism of double-negative T cells inhibition progression against psoriasis involved two aspects: cytotoxicity and chemotaxis. In terms of cytotoxicity, within the IMQ-induced psoriasis mouse model, the expression of NKG2D ligands on γδ^low^ T cells in skin was increased, leading to the selectively cytotoxic effect of DNT on γδ^low^ T cells. Regarding chemotaxis, within the IMQ-induced psoriasis mouse model, the increased expression of CCR5 ligands in the skin causes the transfer of DNT to the inflammatory skin area

### Supplementary Information

**Additional file 1: Table S1.** Primer sequences used for Real-time PCR.

**Additional file 2: Figure S1.** Representative flow cytometry images of the gating strategy used for flow cytometry analysis. (A) A typical flow cytometry gating strategy in skin.

## Data Availability

The high-throughput sequencing data reported in this work were uploaded in the Gene Expression Omnibus (GEO) database under accession number GSE248626. The following secure token has been created to allow review of record while it remains in private status: qnejsewcdzmhncb.

How the deposited data were processed for this re-analysis (not part of the article)

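Whole-skin RNA of 12 mouse libraries was examined: Control mice, IMQ mice, IMQ mice given WT DNT and IMQ mice given Ccr5-/- DNT, 3 libraries each, with groups taken from the labels. IMQ cream was applied at 62.5 mg per day for 6 days. Per the paper, the authors aligned reads with HISAT2 (Mm9), counted them with HTSeq and used DESeq2, with no versions stated; the submitters' processing notes list Bowtie 0.12.2 and the builds mm8 and GRCm38, so coordinates were not used. As deposited, the signal values in the table are gene counts that the authors divided by 1 factor per library. This was read from the values: in every library 100% of them are whole multiples of 1 step within 1e-06, and those multiples were taken as recovered reads. The plan had assumed counts and edgeR; since the values were already normalized, limma on their logarithm became the main test.

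The table had 26234 lines; after 100 repeated lines were dropped, 26134 genes remained, of which 20373 had a symbol. Recovered reads per library ranged from 19017136 to 23116726, and log2 values of replicates correlated between 0.938 and 0.977. The 25035 genes with a value of at least 1 in at least 3 libraries were tested on log2(value + 1) with limma (3.58.1, empirical Bayes with trend), all 12 libraries in 1 fit, and p was adjusted over all genes (Benjamini-Hochberg, threshold 0.05). The comparisons were IMQ against Control, WT DNT against IMQ, Ccr5-/- DNT against WT DNT and, as an exploratory comparison, Ccr5-/- DNT against IMQ. The 42 gene lists, 32 from textbook knowledge and 10 from the figures of the paper, held 768 genes, of which 29 matched no gene in the table. They were tested with camera at a preset correlation of 0.01 on the same log2 values, in place of the planned log2 CPM with a prior count of 2, and adjusted over the 42 lists of each comparison. An estimated correlation and fry were run beside it. Enrichment sets of the paper were not available, so the textbook lists stand in for them.

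Genes named in the text were chosen by a rule written before the data were examined: genes the paper names for skin RNA sequencing, with values for up to 4 members of smallest p of each list; up to 12 genes per direction with the largest changes past the test and no overlap between groups, or the 5 of smallest p where fewer than 5 passed; and a fixed set around CCR5, IL-17 and NKG2D. Predicted genes and genes below an average log2 CPM of 1 were left out of the ranking. Gapdh, a common reference gene, was added after its values were seen, and the text prints part of the genes that the rule gives.

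Other choices were DESeq2 (1.42.0) on recovered reads with all libraries or 2 groups, DESeq2 size factors (0.982 to 1.02 times the authors' factors), no filter (25742 genes), limma on 2 groups, each replicate left out in turn, the replicate number as a block, the mean of skeletal muscle or hair follicle genes as a covariate, and a pseudocount of 0.1. After the data were seen, edgeR (4.0.16, quasi-likelihood, 18081 genes), TMM scaling (0.969 to 1.05 times the authors' factors) and, beyond the counts of genes, the covariates for list tests and named genes were added, as were DESeq2 with 2 groups and DESeq2 size factors for named genes. Replicate numbers of the labels do not pair the libraries: correlations between libraries of the same number, taken on values centred by group, ranged from -0.283 to 0.326 over 18 pairs. On data simulated from these libraries with 3 per group, limma recovered 10% to 16% of 2-fold changes and 73% to 80% of 4-fold changes, DESeq2 32% to 38% and 90% to 94%, and limma called 4 to 9 unchanged genes where DESeq2 called 41 to 50. Folds against a group with 0 reads use a floor of 3 reads per library. R 4.3.3, Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 were used. Lymph node libraries, flow cytometry and qPCR were not analysed here.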

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

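The tests of hair follicle genes, of immediate-early genes and of a single IMQ library below were chosen after the result was seen. Apart from keratinization and inflammatory regulation, each value belongs to a list that the paper does not discuss as a set for that comparison, though it names some members. The NF-κB and TNF list holds Il1b and Il6 of Fig. 5I. It also shares members such as Ptgs2 and Tnfaip3 with the IL-17 signaling list, so it is not a separate signal. Groups of 3 were not tested for a sample far from the others.

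Hair follicle genes had a mean log2 change of -4.39 with Ccr5-/- DNT against WT DNT (95% interval -9.75 to 0.98), with every Ccr5-/- DNT library below every WT DNT library. The list mean ranged over 9.18 among the 3 Control libraries, against 4.76 in IMQ, 1.83 in WT DNT and 0.639 in Ccr5-/- DNT libraries, so the stage of the hair cycle in each piece of skin, apart from treatment, may give a difference of this size. A return to the level of IMQ alone on losing an effect of WT DNT cannot be told apart from other causes: Ccr5-/- DNT minus IMQ was -3.17 (95% interval -8.53 to 2.20), too wide to decide. Melanocyte genes, which follow the hair cycle, had a mean of -1.53 in the same comparison (adjusted p = 0.00376 with camera and adjusted p = 0.828 with an estimated correlation).

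Immediate-early and stress genes had a mean log2 change of 0.62 with WT DNT against IMQ alone. Handling stress that also induces heat-shock genes is argued against, since the heat-shock members had a mean of -0.52 (95% interval -1.53 to 0.48) and the other members 1.01, a difference of 1.53 (0.41 to 2.65). For an effect of WT DNT that needs Ccr5, Ccr5-/- DNT minus WT DNT was 0.53 (95% interval -0.47 to 1.52), which does not decide; Ccr5-/- DNT minus IMQ was 1.15 (0.16 to 2.15) but shares the IMQ libraries with the pattern. The IMQ libraries stood apart from Control skin as well: the other members were at -1.07 in IMQ against Control (95% interval -2.21 to 0.07), with every IMQ library below every Control library. Low values in the IMQ libraries, an effect of cell transfer as such, or handling that leaves heat-shock genes alone, stay open and were not tested.

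Keratinization genes were lower with WT DNT than with IMQ alone by a mean log2 of -0.48 and inflammatory regulation genes by -0.50. Without IMQ replicate 3 the keratinization mean was 0.0049 (95% interval -0.98 to 0.99) and the inflammatory mean -0.24, so the keratinization difference depends on that library. Its IMQ means were 10.50, 11.59 and 12.49, and without IMQ replicate 1, the lowest, camera called the list at an adjusted p of 5.54e-17. Leaving out the highest library of the higher group shrinks any difference, so this test cannot tell whether replicate 3 is unusual. For an effect of WT DNT on genes that rise with IMQ, the 3788 genes called higher in Ccr5-/- DNT skin than in Control had a mean of -0.069 (95% interval -0.44 to 0.30), and 0.065 without IMQ replicate 3, which leaves that explanation open.

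In IMQ against Control skin, 40 skeletal muscle genes had a mean log2 change of -2.78. Type I interferon genes had a mean of -1.20: 21 of 29 fell (adjusted p = 8.46e-09 with camera and adjusted p = 0.364 with an estimated correlation; 26 over the list alone). Mitochondrially encoded transcripts had a mean of -1.21 (7 of 12 fell, 12 over the list alone; adjusted p = 0.000215 and adjusted p = 0.438 with an estimated correlation). Adipocyte genes had a mean of -0.98 (6 of 20 fell, 6 over the list alone; adjusted p = 0.0077, 0.658 with an estimated correlation and 0.095 without IMQ replicate 2; 0.000300 to 0.658 over its alternatives). Epidermal lipid synthesis genes had a mean of 2.11 (23 of 28 rose, 24 over the list alone; adjusted p = 1.58e-14 and adjusted p = 0.185 with an estimated correlation). Cell cycle genes had a mean of 1.43 (25 of 30 rose, 29 over the list alone; adjusted p = 1.60e-12 and adjusted p = 0.382 with an estimated correlation). Neutrophil genes had a mean of 1.70 (8 of 20 rose and 2 fell, likewise over the list alone, adjusted p = 0.00123 and adjusted p = 0.41 with an estimated correlation). That list holds S100a8 (8.38) and S100a9 (8.83), which are also among the epidermal genes induced by IL-17 and IL-36. Its mean is therefore not a measure of neutrophils alone. Sebaceous gland genes had a mean of 1.10 (9 of 19 rose and 1 fell, 10 and 1 over the list alone; adjusted p = 0.000103 and adjusted p = 0.0663 with an estimated correlation). Macrophage genes had a mean of 0.48 (3 of 18 rose, likewise over the list alone; adjusted p = 0.0222, 0.708 with an estimated correlation, 0.0853 without Control replicate 2, 0.0703 without IMQ replicate 1 and 0.0552 without IMQ replicate 3; 0.000151 to 0.708 over its alternatives). In Ccr5-/- DNT against WT DNT skin, 34 NF-κB and TNF response genes had a mean of 0.78, with 28 above 0 and 13 higher at an unadjusted p under 0.05 (none over all genes or the list alone; adjusted p = 1.19e-05 and adjusted p = 0.828 with an estimated correlation).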

How the results depend on the processing

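The edgeR and TMM alternatives, the covariates for gene lists and named genes, and for named genes DESeq2 with 2 groups only and DESeq2 size factors, were chosen after the data were seen. Of the alternatives of the 9 counts of genes, 121 kept direction and stayed within 1.5 times, 17 were larger and 15 smaller. For the 126 list results, 1806 kept their side of the threshold, 66 crossed to a call, 133 lost it and 5 changed direction with a call on at least 1 side. Lists that changed direction with no call on either side are counted within the 1806. For the 168 named genes, 2733 kept their side of the threshold (48 of them, for 20 genes, with the other sign and no call on either side), 72 gained and 48 lost a call. In IMQ against Control, with 2 groups only there were 1249 genes higher and 2004 lower, and with the muscle covariate 324 and 116, of which 428 were shared with the full set. The muscle means of these groups did not overlap, so that covariate is tied to the treatment. Leaving out 1 replicate gave 1168 to 3107 higher (lowest without Control replicate 2) and 1088 to 3927 lower, and the replicate block gave 2090 higher and 2649 lower. In WT DNT against IMQ, DESeq2 called 6 higher and 1 lower with all 12 samples and 19 and 7 with 2 groups only, the hair follicle covariate 1 higher, and leaving out any replicate 0; at the paper's thresholds DESeq2 with 2 groups only gave 264 higher and edgeR 147 higher and 94 lower, and leaving out 1 replicate gave 339 to 578 higher and 121 to 418 lower. In Ccr5-/- DNT against WT DNT, DESeq2 called 140 higher and 194 lower with all 12 samples and 567 and 761 with 2 groups only, limma with 2 groups only 12 and 106, and leaving out any replicate 0. In Ccr5-/- DNT against IMQ, DESeq2 called 550 genes in both directions together with all 12 samples and 664 with 2 groups only, the hair follicle covariate 3, a pseudocount of 0.1 called 1, and leaving out 1 replicate 0 to 1 (1 without IMQ replicate 3). With an estimated correlation the adjusted p was 0.41 for IL-17 signaling in IMQ against Control, 0.956 for keratinization and leukocyte activation with WT DNT (0.996 with fry) and 0.828 for IL-17 signaling with Ccr5-/- DNT (0.275 with fry); over all lists, camera, fry and an estimated correlation called 24, 21 and 0 in IMQ against Control, 7, 0 and 0 with WT DNT against IMQ and 19, 0 and 0 with Ccr5-/- DNT against WT DNT; keratinization with Ccr5-/- DNT had 0.0161 with 2 groups only. Leaving out 1 replicate gave adjusted p of 0.000104 to 0.0254, 0.105 to 0.978 and 1.10e-08 to 0.00017 for IL-17 signaling in IMQ, WT DNT and Ccr5-/- DNT comparisons, 0.361 to 0.832 and 0.239 to 0.924 for chemokines in the IMQ and WT DNT comparisons, 5.54e-17 to 0.817 (without IMQ replicate 1 and 3) and 0.0872 to 0.91 for keratinization in the WT DNT and Ccr5-/- DNT comparisons, and 1.40e-05 to 0.243 (without IMQ replicate 2 and 3) for leukocyte activation. Direction changed for epidermal lipid synthesis with WT DNT without IMQ replicate 3 (0.998; 4.67e-07 without IMQ replicate 1) and, with Ccr5-/- DNT, for mitochondrial transcripts with the muscle covariate (0.0499) and for basal keratinocytes (0.0356), melanocytes (0.0561) and cell cycle genes (2.95e-13) with the hair follicle covariate; the cause of these changes was not tested. Depth was 19017136 reads or more per library, and on data simulated at this depth limma recovered at most 16% of 2-fold changes.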

Differences from the paper's values

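The edgeR values here, and the calls of single genes with DESeq2 on 2 groups only, come from tests chosen after the data were seen. At the thresholds the paper states (p under 0.05 and a fold change of at least 1.5), the paper gives 274 genes higher in skin with DNT than with IMQ, against 457 here. Among the alternatives set before the data were examined, the count lay within 1.5 times the paper's with DESeq2 on all 12 libraries (357), DESeq2 with 2 groups only (264), limma with 2 groups only (407), and without IMQ replicate 3 (375), WT DNT replicate 2 (374) or WT DNT replicate 3 (339). It did not with DESeq2 size factors (466), no filter (484), the replicate block (444), the muscle covariate (495), the hair follicle covariate (644), a pseudocount of 0.1 (564), or without IMQ replicate 1 (578), IMQ replicate 2 (426) or WT DNT replicate 1 (430). The paper's total of 480 and its 206 lower genes compare with 639 and 182 here, within 1.5 times. The total lay further off with the hair follicle covariate (832), a pseudocount of 0.1 (723) and without IMQ replicate 1 (996), and the lower count without IMQ replicate 1 (418) or IMQ replicate 3 (121). With edgeR, at 147 higher and 94 lower, the total and both counts lay further off than 1.5 times, below the paper's.

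The paper describes most genes of Fig. 2D to F as lower with DNT; 70 of the 81 were below 0 and 11 above 0, and at the paper's thresholds limma put 4 lower (Il22, Il23a, Pik3ap1, Siglece) and 1 higher (Il15), with 0 past the adjusted test. At the same thresholds DESeq2 put 9 lower with all 12 libraries (adding Cx3cr1, Gpr18, Il17c, Il1a and Spn) and 11 with 2 groups only, and limma with 2 groups only and edgeR put 6 each. DESeq2 with 2 groups only called Siglece after adjustment. The paper reports lower Il17a with DNT, and rests this also on real-time PCR of skin and on flow cytometry of γδ T cells, which were not analysed here. In the libraries its log2 fold change was -1.10 (-1.64 to -0.31 over its alternatives), below 0 as in the paper. The groups overlapped, and the gene was not called under any setting run.

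The paper reports the IL-17 signaling and chemokine pathways among those changed with DNT, and chemokine signaling as less active. Here the IL-17 signaling list (mean 0.13, median -0.07) and the chemokine list (mean 0.24, 32 of 56 members above 0) were not called under any setting run. The paper's IL-17 result came from pathway enrichment among differing genes, with no direction stated, whereas camera asks for a shared direction. The 2 results are therefore not like for like, and the textbook lists also differ from the paper's gene sets. Keratinization and leukocyte activation were lower with camera, as in the paper. They were not called without IMQ replicate 3 (adjusted p = 0.817 and 0.243 with camera) or with an estimated correlation (adjusted p = 0.956). The paper reports chemokine ligands as higher in IMQ skin than in Control skin, with similar results by real-time PCR, which was not analysed here. In the libraries Ccl3, Ccl17 and Ccl22 were above 0 and Ccl5 below. Ccl4 was below with limma on all libraries and above with DESeq2 and edgeR. None passed the adjusted test under any setting run. Ccl3 passed the paper's thresholds with DESeq2, and Ccl3 and Ccl17 with limma on 2 groups only. The paper reports keratinization as more active with Ccr5-/- DNT; the list was not called (mean 0.16, median 0.58), except with 2 groups only (adjusted p = 0.0161; 0.0161 to 0.998 over its alternatives), while IL-17 signaling was higher with camera, as in the paper, and was not called with an estimated correlation (adjusted p = 0.828) or with fry (0.275). The paper reports the cytokine genes of Fig. 5I as changed with Ccr5-/- DNT; all 14 were above 0, and 8 passed its thresholds with limma, 11 with DESeq2 on all libraries, 10 with DESeq2 on 2 groups only, 10 with edgeR and 9 with limma on 2 groups only.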

Other observations

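The covariates for gene lists and named genes were chosen after the data were seen. With Ccr5-/- DNT, genes of epidermal lipid synthesis were higher than with WT DNT (mean log2 change 0.61 over 28 genes, 24 above 0, adjusted p = 1.19e-05 with camera and adjusted p = 0.828 with an estimated correlation). So were neutrophil genes (0.71 over 20, S100a8 and S100a9 among them, adjusted p = 0.00574 with camera) and mast cell genes (0.61 over 11, adjusted p = 0.0138 with camera). Adipocyte genes (-0.67 over 20, adjusted p = 0.00274), fibroblast genes (-0.50 over 18, adjusted p = 0.00324), dendritic cell genes (-0.46 over 18, adjusted p = 0.0083) and type I interferon genes (-0.32 over 29, adjusted p = 0.0138) were lower. With an estimated correlation none of these lists was called (adjusted p = 0.828 or more), and no member passed limma's test over all genes or over the list alone, with 8 lipid, 4 neutrophil, 0 mast cell, 3 adipocyte, 5 fibroblast, 4 dendritic cell and 3 interferon genes past an unadjusted p of 0.05. Without Ccr5-/- DNT replicate 3 the adjusted p was 0.385 for adipocyte, 0.861 for fibroblast, 0.113 for dendritic cell and 0.807 for interferon genes. With the muscle covariate it was 0.317 for adipocyte, 0.289 for fibroblast and 0.455 for interferon genes, and with the hair follicle covariate 0.241 for fibroblast and 0.422 for neutrophil genes. Without Ccr5-/- DNT replicate 2 it was 0.157 for neutrophil and 0.453 for mast cell genes, and without Ccr5-/- DNT replicate 1 it was 0.0989 for mast cell and 0.117 for dendritic cell genes. Without WT DNT replicate 1 it was 0.107 for neutrophil and 0.0639 for dendritic cell genes, and without WT DNT replicate 2 it was 0.104 for mast cell genes.

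In IMQ skin, 12 of 40 leukocyte activation genes rose and none fell (15 and 1 over the list alone; mean 0.89, adjusted p = 2.60e-05 with camera and adjusted p = 0.438 with an estimated correlation), and 5 of 20 T cell genes rose (likewise over the list alone; mean 0.78, adjusted p = 0.00168 and adjusted p = 0.438 with an estimated correlation). The genes that the paper lists for DNT had risen with IMQ: 9 of 11 skin barrier genes (10 over the list alone), 15 of 17 inflammatory regulation genes (16) and 14 of 21 cytokine genes (14), while 5 cytokine genes fell (6); the lists are the paper's and not independent evidence. Among NKG2D ligand genes, H60c was 1459.6 ± 605 normalized counts in IMQ mice and 367 ± 340.4 in Control mice (log2 fold change 2.41, adjusted p = 0.0181 from limma), and the call was lost with 2 groups only (0.066), with the muscle covariate (0.217; fold 2.10, SE 0.83, against an SE of 0.62 before) and without Control replicate 2 (0.0598), IMQ replicate 2 (0.0577) or IMQ replicate 3 (0.0714; 0.00336 to 0.217 over its alternatives). The list of NKG2D ligands was not called under any of its 16 alternatives (adjusted p of 0.281 to 0.751 from the list tests). Its members Raet1a, Raet1b, Raet1e, H60a and Ulbp1 matched no gene identifier, so the test covers only part of the ligands. Mical1 and Mical2, which the paper names as NKG2D ligands, had log2 fold changes of -0.37 and 0.02 with IMQ in whole skin. They had -1.24 and -0.81 with Ccr5-/- DNT against WT DNT. None passed limma's test over all libraries, whereas DESeq2 with 2 groups only, for named genes a test chosen after the data were seen, called both in the latter. The paper reports them as higher within γδ T cells, which RNA of whole skin does not show apart from other cells. The receptor gene Klrk1 had -0.44 and Ccr5 1.03 with IMQ, neither past the test. Gapdh, a common reference gene for qPCR, was 2728 ± 920.3 in IMQ mice and 8747 ± 3354 in Control mice (log2 fold change -1.66, adjusted p = 0.00463 from limma; 0.104 with the muscle covariate, where the fold shrank to -1.02, SE 0.29, against an SE of 0.30 before, and 2.62e-05 to 0.104 over its alternatives).

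Ccr5-/- DNT against IMQ alone was an exploratory comparison. The epidermal IL-17 response had a mean log2 change of 1.23 (3 of 36 higher over the list alone, adjusted p = 1.23e-07 with camera and adjusted p = 0.946 with an estimated correlation). IL-17 signaling had 0.76 (7 of 76 higher over the list alone, adjusted p = 7.73e-05 and adjusted p = 0.946 with an estimated correlation) and skeletal muscle -1.16 (adjusted p = 0.000351 and adjusted p = 0.946 with an estimated correlation). The muscle means overlapped, at 11.64, 8.78 and 7.65 in Ccr5-/- DNT libraries and 12.02, 9.00 and 10.54 in IMQ libraries. No gene passed limma's test over all genes in this comparison, with 1660 higher and 1808 lower at an unadjusted p under 0.05, whereas DESeq2 called 550 with all libraries and edgeR 0.

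A hypothesis from the Ccr5-/- DNT experiment is that the IMQ response is stronger with Ccr5-/- DNT than with WT DNT, with its test written before its result was seen. The 2617 genes called higher in IMQ against Control had a mean log2 change of 0.30 with Ccr5-/- DNT against WT DNT (95% interval -0.11 to 0.71), with 3 of 3 Ccr5-/- DNT libraries above every WT DNT library, so the test does not decide.

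Splitting 6 libraries into 3 and 3 in every way gives 10 splits, too few for a share under 0.05. In IMQ against Control the real split called 5838 genes and the highest other 154, with 1 split as large, and 24 lists against 30, with 3 splits as large. In WT DNT against IMQ it called 0 genes with limma (671 at an unadjusted p under 0.05; DESeq2 called 7 and edgeR 0) and the highest other 0, with 10 splits as large, and 7 lists against 22, with 8 as large. At the paper's thresholds it gave 639 genes and the highest other, IMQ replicate 1 with WT DNT replicates 1 and 3 against the rest, gave 1403, with 4 splits as large. In Ccr5-/- DNT against WT DNT it called 0 genes and the highest other 0, with 10 splits as large, and 19 lists against 20, with 2 as large. In Ccr5-/- DNT against IMQ it called 0 genes and the highest other 1, with 10 splits as large, and 15 lists against 27, with 5 as large.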
